# Antidepressants affect gut microbiota and *Ruminococcus flavefaciens* is able to abolish their effects on depressive-like behavior

**DOI:** 10.1038/s41398-019-0466-x

**Published:** 2019-04-09

**Authors:** Iva Lukić, Dmitriy Getselter, Oren Ziv, Oded Oron, Eli Reuveni, Omry Koren, Evan Elliott

## Abstract

Accumulating evidence demonstrates that the gut microbiota affects brain function and behavior, including depressive behavior. Antidepressants are the main drugs used for treatment of depression. We hypothesized that antidepressant treatment could modify gut microbiota which can partially mediate their antidepressant effects. Mice were chronically treated with one of five antidepressants (fluoxetine, escitalopram, venlafaxine, duloxetine or desipramine), and gut microbiota was analyzed, using 16s rRNA gene sequencing. After characterization of differences in the microbiota, chosen bacterial species were supplemented to vehicle and antidepressant-treated mice, and depressive-like behavior was assessed to determine bacterial effects. RNA-seq analysis was performed to determine effects of bacterial treatment in the brain. Antidepressants reduced richness and increased beta diversity of gut bacteria, compared to controls. At the genus level, antidepressants reduced abundances of *Ruminococcus*, *Adlercreutzia*, and an unclassified Alphaproteobacteria. To examine implications of the dysregulated bacteria, we chose one of antidepressants (duloxetine) and investigated if its antidepressive effects can be attenuated by simultaneous treatment with *Ruminococcus flavefaciens* or *Adlercreutzia equolifaciens*. Supplementation with *R. flavefaciens* diminished duloxetine-induced decrease in depressive-like behavior, while *A. equolifaciens* had no such effect. *R. flavefaciens* treatment induced changes in cortical gene expression, up-regulating genes involved in mitochondrial oxidative phosphorylation, while down-regulating genes involved in neuronal plasticity. Our results demonstrate that various types of antidepressants alter gut microbiota composition, and further implicate a role for *R. flavefaciens* in alleviating depressive-like behavior. Moreover, *R. flavefaciens* affects gene networks in the brain, suggesting a mechanism for microbial regulation of antidepressant treatment efficiency.

## Introduction

During the past decade, there has been an increase in understanding of how the gut microbiota affects various aspects of brain development and function, as well as behavior. For example, studies on germ free mice revealed that gut bacteria influence development of stress response, appropriate maturation and function of microglia, affect anxiety, social and depressive-like behaviors, along with alterations in gene expression and neurochemistry of different brain regions^1–5^. Regarding the etiology of depression, it has been shown that germ free mice exhibit less behavioral despair, along with higher brain serotonin levels, in comparison to their conventional counterparts^2,6^. The importance of gut bacteria in development of mood disorders was further confirmed by several recent studies showing that patients with depression had altered diversity and composition of gut microbiota, and these changes were causally related to depressive-like behavior in rodent models^7,8^.

Antidepressants are major drugs used for treatment of depression^9,10^. Some of the most effective antidepressants act as inhibitors of serotonin and/or norepinephrine reuptake which leads to increased synaptic concentrations of these neurotransmitters^11–14^. However, even though they are in use for >50 years, the precise molecular mechanisms of their therapeutic action are still not completely understood. Of particular importance, it is not clear what is the biological mechanism behind the variability of efficacy of antidepressants between different individuals. It is presumed that their therapeutic effects are achieved through slow onset auto-receptor down-regulation, and subsequent adaptation of downstream neural signaling pathways, including promotion of neural plasticity^15–18^. Besides this, although the antidepressants are considered to be efficient, still the relative risk reduction of relapse by the continuous treatments was estimated to be 50–60%^19,20^. All that point out further need for better understanding of antidepressant actions, along with searching for new treatments, or complementary ways to improve the efficiency of current antidepressant medication.

Considering the evidence for a role of microbiota in depressive behavior, we hypothesize that antidepressants also change gut microbiota composition, and through modulation of the microbiota, at least partly, exert their antidepressant effects. Indeed, some antidepressants were shown to have antimicrobial effects *in vitro* against several groups of microorganisms, and inhibit number of processes in microorganisms, such as slime production and bacterial motility^21–23^. On the other hand, serotonin and noradrenaline, which are found in high amounts in the gut, can promote growth and virulence in certain bacteria, acting as interkingdom signaling molecules^24–27^. Also, recently it was found that knockout of rat serotonin transporter disrupted gut bacteria homeostasis, augmentating early life stress effects as well^28^. Considering that there is considerable variation in the microbiome between individuals^29^, we may also consider that microbiome variation may be partly a mechanism for the variability of antidepressant efficacy among different individuals.

In addition to the effects of antidepressants on microbiota, microbiota may also effect depressive-like behaviors through modulation of neurotransmitters and other key molecules. Microbiota can produce neuroactive compounds, including neurotransmitters, that may influence host physiology and behavior^30,31^. In addition, host microbiota can influence the production of serotonin by enterochromaffin cells in the host gut^32^. This is interesting, considering that the gut is the main source of serotonin. This can provide a further mechanism to support the hypothesis that antidepressants may partially mediate their effects through regulation of microbiota.

To explore the aforementioned hypothesis, we treated BALB/c mice with one of five antidepressants, commonly used in clinical practice and different in their mode of action. The choice of BALB/c strain for the study was based on their natural characteristics of exhibiting higher depressive-like behavior^33–37^ and anxiety^36,38,39^ compared to other strains. Furthermore, they were shown to be responsive to chronic antidepressant treatments that reduce their immobility in test of behavioral despair^37,40,41^. All these, make BALB/c strain as a suitable model to study antidepressant responses relevant for depressive disorder. Indeed, our results demonstrated that antidepressants change diversity and composition of gut bacterial communities and one of the identified bacterial species, affected by their treatment, is able to mediate alleviation of depressive behavior.

## Methods and materials

### Animals

Male BALB/c OlaHsd mice, purchased from Harlan (Israel), were used in the study. The mice were housed under reverse 12 h light/dark cycle conditions, with water and food available ad libitum. All animals were group housed with 3–5 animals per cage. When studying antidepressant effects on microbiota, animals were divided into 3 cages, in order to minimize cage effect. Animals that developed illnesses during the experiments were excluded from the study. The experiments started when mice were 8–10 weeks of age. All experimental protocols were approved by the Animal Care and Use Committee of Bar-Ilan University. Animals were randomly assigned to each experimental group.

### Antidepressant and bacterial treatments

All five antidepressants used in the study were purchased from Sigma-Aldrich. Antidepressants were diluted in PBS, in the following doses: fluoxetine 10 mg/kg, escitalopram 10 mg/kg, venlafaxine 10 mg/kg, duloxetine 10 mg/kg and desipramine 20 mg/kg, and delivered by daily i.p. in volume of 8 ml/kg (Fig. 1a). In all experiments, mice were treated with antidepressants for 21 days before stool collection or beginning of behavioral tests. The effective doses were selected according to the available literature regarding their therapeutic concentrations in mice^40–44^. The control group received corresponding volume of PBS. In the initial experiment (Figs. 1 and 2), the number of animals used per experimental group were n = 9 (control), *n* = 11 (flu), *n* = 12 (esc), *n* = 12 (ven), *n* = 11 (dul), *n* = 12 (des).

**Fig. 1:**
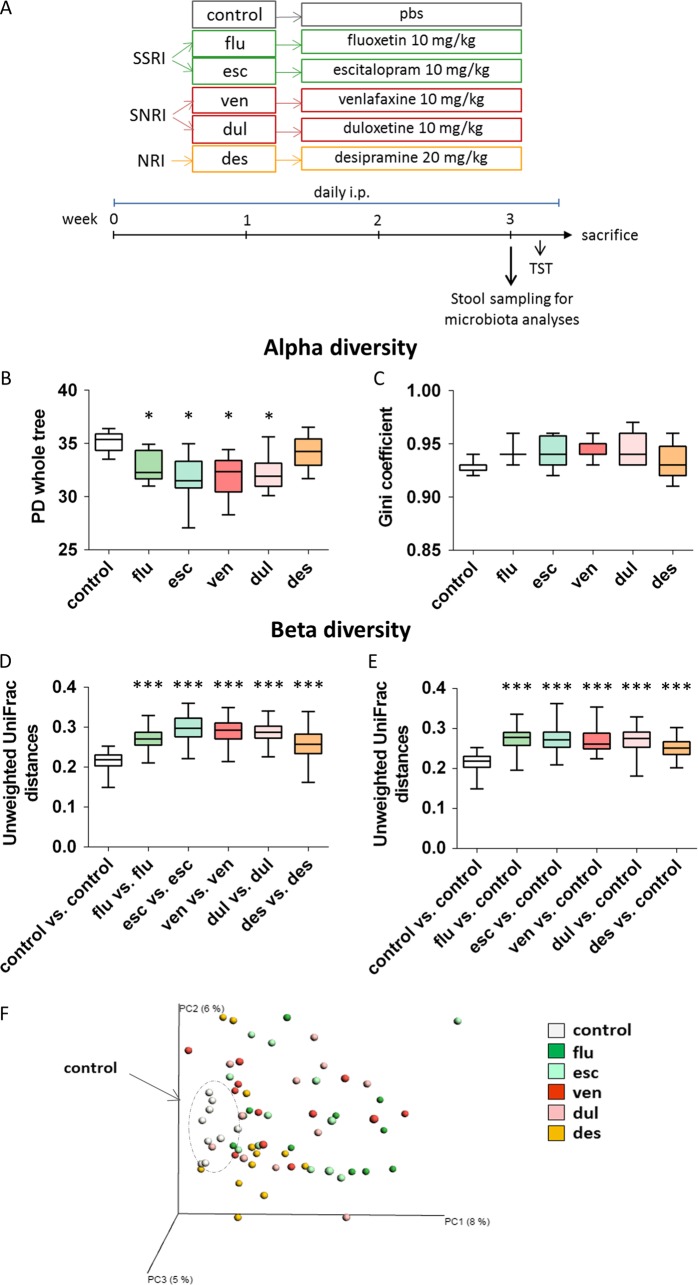
Antidepressants alter diversity of gut microbiota. **a** Experimental design of the study examining antidepressant effects on gut microbiota. **b**, **c** Measures of alpha diversity. All antidepressants, except desipramine, reduced richness of microbial communities (PD whole tree is shown) (**b**), but there was no changes in the evenness (Gini coeficient is shown) (**c**). **d**–**f** Evaluations of beta diversity. Bacterial communities of mice treated with antidepressants displayed higher unweighted UniFrac distances in comparison with controls (**d**) and microbial communities of control group were more similar to each other than to the communities of antidepressant treated mice (**e**). Unweighted UniFrac-based principal coordinates analysis (PCoA) plot used to visualize microbial communities of all antidepressant treated and control mice (the percentage of variation explained by the principal coordinates is indicated on the axes) (**f**). * *p* < 0.05, ** *p* < 0.01, FDR corrected, nonparametric t-tests with 999 Monte Carlo permutations in comparison to control group; *n* = 9 (control), *n* = 11 (flu), *n* = 12 (esc), *n* = 12 (ven), *n* = 11 (dul), *n* = 12 (des), animals per group; data represent mean ± SEM. *flu* fluoxetine, *esc* escitalopram, *ven* venlafaxine, *dull* duloxetine, *des* desipramine

**Fig. 2:**
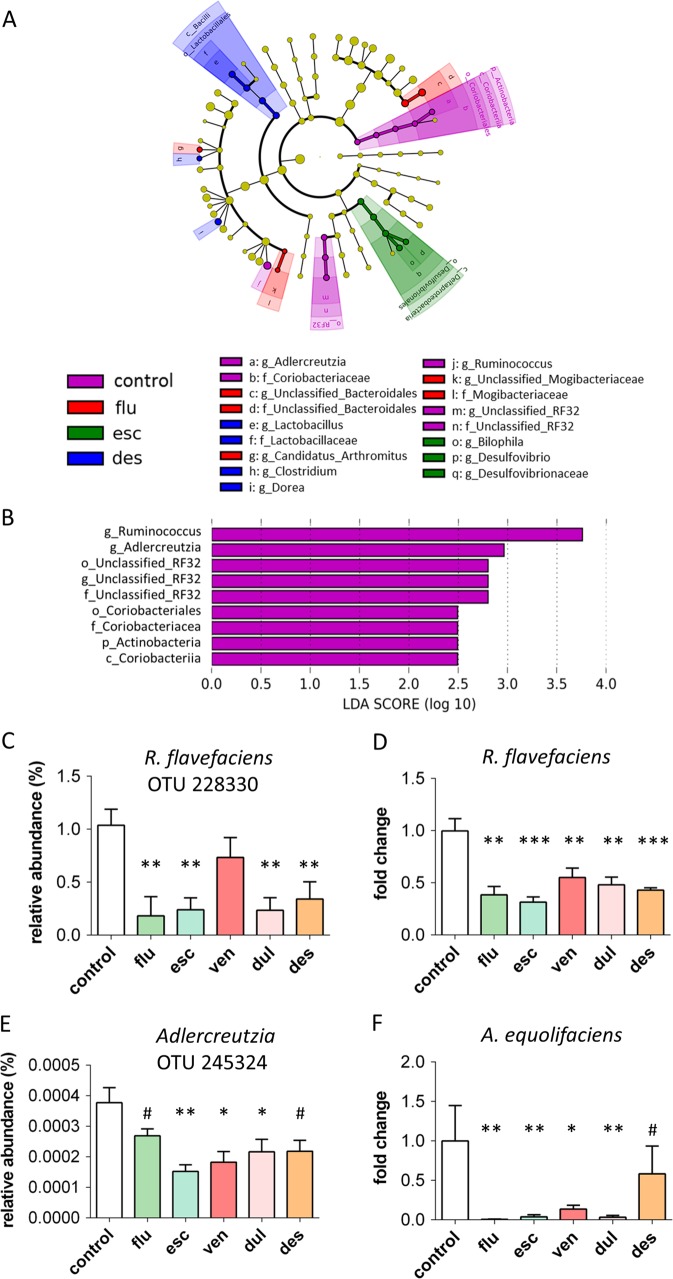
Bacterial taxa changed by antidepressants. **a**, **b** Results of LEfSe analyses. Taxonomic cladograms representing bacterial taxa differently abundant in stool samples from different groups: VIOLET- bacterial taxa more abundant in control group, compared to all antidepressant treated groups; RED - bacterial taxa more abundant in fluoxetine treated mice; GREEN - bacterial taxa more abundant in escitalopram treated mice; BLUE - bacterial taxa more abundant in desipramine treated mice. There were no bacterial taxa that were more abundant in venlafaxine or duloxetine treated mice compared to all other groups (**a**). Visualization of bacterial taxa, ranked by effect size, that were more abundant in control group compared to all antidepressant treated groups (p < 0.05, LDA>2) (**b**). **c**–**f** Validation of *Ruminococcus* and *Adlercreutzia* levels. Reduced relative abundance of OTU 228330, assigned to species *Ruminococcus flavefaciens* (**c**) and reduced levels of *Ruminococcus flavefaciens* quantified by qRT-PCR (**d**) in stool samples of antidepressant treated mice compared to controls. Reduced relative abundance of OTU 245324, with 98% of similarity to *Adlercreutzia equolifaciens* (**e**), and reduced levels of *Adlercreutzia equolifaciens* quantified by qRT-PCR, in stool samples of antidepressant treated mice compared to controls (**f**). Levels of gut bacteria were normalized to control group. ^#^ 0.1 > *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, Mann–Whitney tests in comparison to control group, followed by FDR correction; n = 9 (control), *n* = 11 (flu), *n* = 12 (esc), *n* = 12 (ven), *n* = 11 (dul), *n* = 12 (des), animals per group; data represent mean ± SEM. *flu* fluoxetine, *esc* escitalopram, *ven* venlafaxine, *dul* duloxetine, *des* desipramine

When effects of both antidepressant and bacteria were studied, the antidepressant was prepared and delivered as previously described.

Bacterial species *Ruminococcus flavefaciens* 17 (DSM 25089) and *Adlercreutzia equolifaciens* FJC-B9 (DSM 19450) were obtained from DSMZ and cultured in appropriate mediums anaerobically^45,46^. On the day of bacterial treatment, per each mouse, 10^9^ colony-forming units (CFU) were suspended in 200 μl of sterile PBS and immediately delivered by gavage. Control groups were gavaged by the same volume of PBS. Mice were treated with bacteria daily for the first 3 days, and then twice weekly till the end of the experiment (Fig. 3a). Gavage was never performed on the day of behavioral experiment. In the experiment with treatment with *Ruminococcus*, the number of animals used per experimental group were *n* = 10 (control), *n* = 10 (dul), *n* = 11 (Rum), *n* = 11 (dul + Rum). In the experiment with treatment with *Adlercreutzia*, the number of animals used per experimental group were *n* = 10 (control), *n* = 10 (dul), *n* = 11 (Adl), *n* = 10 (dul+Adl).

**Fig. 3:**
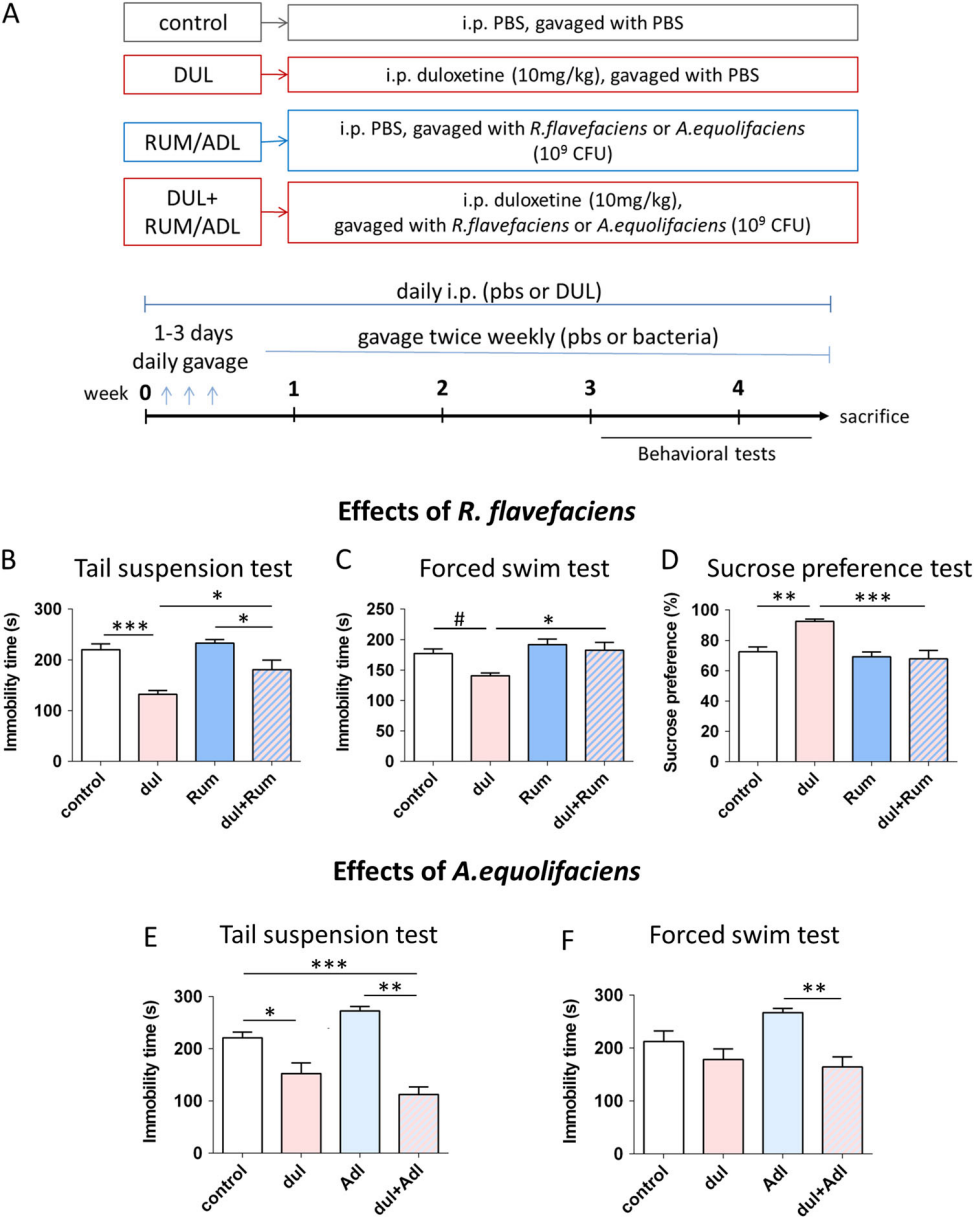
*R. flavefaciens*, but not *A. equolifaciens*, abolished antidepressive effect of duloxetine. **a** Experimental design of studies examining behavioral effects of duloxetine and bacterial treatments (*R. flavefaciens* or *A. equolifaciens*). Mice were chronically treated with antidepressant and/or bacteria, followed by behavioral testing. **b**–**d** Effects of duloxetine and *R. flavefaciens* on depressive-like behavior. *R. flavefaciens* supplementation abolished antidepressive effect of duloxetine in tail suspension test (**b**), forced swim test (**c**) and sucrose preference test (**d**). *n* = 10 (control), *n* = 10 (dul), *n* = 11 (Rum), *n* = 11 (dul+Rum), animals per group. **e**, **f** Effects of duloxetine and *A. equolifaciens* on depressive-like behavior. Duloxetine still reduced depressive-like behavior after *A. equolifaciens* treatment in tail suspension test (**e**) and forced swim test (**f**). *n* = 10 (control), *n* = 10 (dul), *n* = 11 (Adl), *n* = 10 (dul+Adl), animals per group. ^#^0.1 > *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, Tukey’s post hoc test; data represent mean ± SEM. *dul* duloxetine, *Rum* *R. flavefaciens, Adl* *A. equolifaciens*

### Behavioral testing

Depressive-like behavior of mice was assessed after 21^st^ day of treatment, using tail suspension test (TST), forced swim test (FST) and sucrose preference test (SPT) (for details see Supplement). Locomotor activity was assessed in a separate group of animals, after 21^st^ day of treatment as well, using open field test and rotarod (for details see Supplement). All tests were done during the dark phase, between 10 a.m. and 3 p.m., and animals were acclimated to the behavior room for 1 h before testing (except for sucrose preference test that was performed in home cages). Between each of behavioral tests, mice had at least one day of rest. On the test day, the i.p. injections of an antidepressant or pbs was done 1 h before testing.

### Stool collection, DNA extraction and sequencing of 16 s rRNA gene

Mice fecal samples were collected under aseptic conditions, 1 h after i.p. injection of antidepressants or PBS, and stored at −80 °C until further analyses. DNA was isolated using the PowerSoil DNA isolation kit (MoBio Laboratories) according to the manufacturer’s instructions following an initial 2 minute beadbeating step (BioSpec). (For details about 16s rRNA gene amplification see Supplement.)

### Bioinformatic analyses of 16S rRNA gene sequences

Obtained 16s rRNA gene sequencing data were analyzed by QIIME 1 pipeline^47^ (for details see Supplement). Alpha diversity (within community diversity) was estimated by Faith’s phylogenetic diversity (PD)^48^ and Chao1^49^, as a measure of community richness, and by Gini coefficient, as a measure of community evenness^50^. Beta diversity (between communities diversity) was calculated using unweighted and weighted UniFrac distances^51^. The diversity parameters were compared between groups using a nonparametric t-test with Monte Carlo permutations (999) to calculate *p* values, and Benjamini and Hochberg FDR method was used afterwards to correct *p* values for multiple comparisons between different pairs of groups.

Differences in relative abundances of bacterial taxa between groups were identified using the linear discriminant analysis (LDA) effect size (LEfSe) method (version 1.0)^52^ as well as permutational multivariate analysis of variance (PERMANOVA). LEfSe uses the nonparametric Kruskal–Wallis rank-sum test to detect features which have significantly different abundances between groups. Then, it performs LDA to estimate the effect size of each feature (alpha significance level was set at 0.05 and an effect-size threshold was set at 2).

### Bacterial detection by PCR

Bacterial abundances of the stool samples used in 16S rRNA gene sequencing were verified by quantitative real-time PCR (qRT-PCR). It was performed using Fast Start Universal SYBR Green Master (Rox) (Roche) and ViiA™7 Real-Time PCR System (Life Technologies). PCR consisted of 40 cycles, using melting temperature of 95 °C for ten seconds per cycle, and an annealing/elongation temperature of 60 °C or 57 °C, as appropriate, of thirty seconds per cycle. Relative quantification by ddCt method was used to verify bacterial abundances in the gut. The primer sequences used in the reactions are indicated in the Supplementary Table S1. In order to detect bacterial species in bacteria treated mice, DNA from stool samples were amplified by PCR as described above, and then ran on a 2% agarose gel to visualize PCR bands.

### Brain tissue isolation and RNA extraction

Mice were sacrificed by rapid decapitation and brains were quickly removed. The medial prefrontal cortices (mPFC) were isolated using brain matrix and gauge 13 (from the slice between 3 mm and 1 mm anterior to bregma), and immediately frozen on dry ice. Total mPFC RNA was extracted from six samples per experimental group using RNeasy Mini Kit (Qiagen) according to the manufacture protocol. NanoDrop 1000 (Thermo Scientific) and Qubit were used to determine the purity and concentration of RNA, respectively. Bioanalyzer 2100 (Aligent Technologies) was used to verify RNA integrity number (RIN), and all samples displayed RIN greater than 7.90.

### mRNA sequencing

From 100 ng of total RNA of each sample, mRNA enrichment was done by NEBNext Poly(A) mRNA Magnetic isolation Module (NEB # E7490), followed by preparation of RNA libraries using NEBNext Ultra RNA Prep kit (NEB #E7530), according to manufacturer’s protocols. Libraries’ concentrations were determined by Qubit, while quality and size distribution was analyzed using Bioanalyzer 2100. The sequencing was performed at the Technion Genome Center, Haifa with the Illumina HiSeq 2500. Fastq files are available at GEO under the accession number GSE129359.

### Bioinformatic analyses of mRNA sequencing

The quality of the sequenced data, as well as read length distributions after trimming, was evaluated by FASTQCT (0.11.5.). The reads were mapped to the Mus musculus reference genome, GRCm38.p5, using the Tophat2 software. (For details regarding differential expression analyses see Supplement). The weighted gene correlation network analysis (WGCNA) R software package was applied to the entire set of normalized gene counts with the aim of identifying gene modules affected by the treatments^53^ (for details see Supplement). Enrichment analyses for the Gene ontology (GO) terms (molecular function, biological process and cellular component) were performed using online ToppGene Suite software. GO terms were considered to be significant when the Benjamini and Hochberg FDR adjusted *p* value was below 0.05. For protein-protein interaction (PPI) network analysis, the STRING database followed by Cytoscape (version 3.2.1) network construction was used (for details see Supplement).

### Serotonin and noradrenalin brain levels

mPFC was extracted as previously described for RNA collection. After weighting, brain tissue was homogenized in 0.01 N HCl with 1 mM EDTA and 4 mM sodium metabisulfite on ice. Levels of serotonin and noradrenaline were measured using Serotonin Research ELISA and Noradrenaline Research ELISA kits (LDN, Nordhorn, DE), respectively, according to manufacturer’s protocols.

### Statistical analyses

Statistical analyses were done using SPSS. When the assumptions of normality and homogeneity of variances were met, the data were analyzed by ANOVA. When these assumptions were violated, non-parametric tests were used. Namely, the effects of antidepressants and bacteria on behavior and neurotransmitter brain levels were analyzed by one-way or two-way ANOVA, as appropriate. Comparison between groups was performed by Dunnett or Tukey post hoc test, as appropriate. The effects of antidepressants on bacterial levels in gut were analyzed by Kruskal–Wallis test, followed by pairwise Mann-Whitney tests. Level of significance was set at *p* < 0.05.

## Results

### Antidepressants affect gut microbiota composition

To investigate whether antidepressants may alter gut microbiota, we chose five different antidepressants common in clinical practice and different in their mode of action. We used two selective serotonin reuptake inhibitors (SSRIs) - fluoxetine and escitalopram, two serotonin norepinephrine reuptake inhibitors (SNRIs) - venlafaxine and duloxetine, and desipramine that acts as norepinephrine reuptake inhibitor. Since antidepressants require at least three weeks to show their therapeutic effects, we characterized the gut microbial community after 21 day of daily antidepressant treatment (Fig. 1a; OTU table with all detected bacteria can be found in Supplementary Table 1). Antidepressants were injected i.p. in order to provide a specific concentration of antidepressants directly to the gut. Treatment by drinking water would cause potential cofounders in the analysis of specific drug effects on microbiota, due to potential variability among experimental groups in drinking water volumes and differential kinetics of breakdown of antidepressants in drinking water. Nonetheless, one important limitation of our approach is that daily i.p. administration adds an element of stress to the experimental outline which can affect experimental findings.

Analyses of alpha diversity revealed that all antidepressants, except desipramine, reduced the richness of microbial communities (Fig. 1b; Supplemental Figure S1a, b), but did not affect their evenness (Fig. 1c). Beta diversity measures of gut microbiota were also affected by all studied antidepressants, but more pronounced effects were observed in unweighted UniFrac analyses (Fig. 1d–f) than in weighted UniFrac (Supplemental Figure S1c–e). Namely, beta diversity of fecal microbial communities from mice receiving antidepressants was higher than beta diversity of control samples (Fig. 1d, f). Further, microbial communities of control group were more similar to each other than when they were compared to samples of any of antidepressant treated groups (Fig. 1e, f).

In order to identify bacterial taxa which differed in relative abundances in antidepressant treated mice in comparison to controls, we analyzed the 16S rRNA gene sequencing results using linear discriminant analysis (LDA) effect size (LEfSe) algorithm. A comparison between control mice and all antidepressant groups together revealed that *Ruminococcus*, *Adlercreutzia* and an undefined genus in the order RF32, class Alphaproteobacteria were less abundant in antidepressant treated mice (Fig. 2a, b). When analyzing the effects of each individual antidepressant in comparison to control using pairwise comparisons, the same genera were shown to be less abundant in escitalopram, venlafaxine, duloxetine and desipramine groups, but not in fluoxetine group (Supplemental Figure S2). Further, in both the overall effects of antidepressants and in the pairwise analysis, the differences in genus *Adlercreutzia* contributed to observed decreased abundance of family *Coriobacteriaceae*, order Coriobacteriales, class Coriobacteriia, phylum Actinobacteria in antidepressant groups (Fig. 2a, b; Supplemental Figure S2). In addition to the LEfSe analysis, we further analyzed the 16S rRNA gene sequencing data with PERMANOVA (Supplementary Table 2). At the genus level, both *Ruminococcus* and *Adlercreutzia* were effected by antidepressant treatment (p < 0.05), although only Adlercreutzia remained significant after corrections for multiple comparisons. In direct pairwise analysis between control and each of the antidepressant groups, some antidepressants significantly decreased levels of *Ruminococcus*, although they were no longer significant after corrections for multiple comparisons. Therefore, the findings of decrease in *Ruminococcus* and *Adlercreutzia* were more significant in the LEfSe analysis, and we further explored these findings using qRT-PCR.

Validation of antidepressant-induced decrease in *Ruminococcus* and *Adlercreutzia* levels was done by qRT-PCR (undefined genus in order RF32 could not be analyzed by qRT-PCR because of the shortage of knowledge about its sequence). In order to determine which species of *Ruminococcus* was most affected, examination of the OTU table revealed that the abundance of the OTU assigned to *Ruminococcus flavefaciens* was altered by most of the antidepressant treatments (Kruskal–Wallis test H = 27.88, *p* < 0.001) (Fig. 2c). The qRT-PCR verified that *R. flavefaciens* was indeed less abundant in all antidepressant groups compared to controls (Kruskal–Wallis test H = 22.33, *p* < 0.001) (Fig. 2d). In the genus *Adlercreutzia*, *Adlercreutzia* *equolifaciens* is the only characterized species of this genus. The OTU that had the highest (98%) similarity to *Adlercreutzia equolifaciens* and was the most abundant in mice gut, was also decreased by most of antidepressants (Kruskal–Wallis test H = 16.06, *p* < 0.01) (Fig. 2e). Likewise, the qRT-PCR results showed that all antidepressants except desipramine, reduced levels of *A*. *equolifaciens* in the mice gut (Kruskal–Wallis test H = 26.60, *p* < 0.001) (Fig. 2f).

### *R. flavefaciens* but not *A*. *equolifaciens* reduces antidepressive effects of duloxetine

In our next group of experiments, we wanted to explore the hypothesis that *R. flavefaciens* or *A. equolifacien* may mediate the effects of antidepressant treatment on depressive-like behavior. With that aim, we treated BALB/c mice with antidepressant, bacteria (*R. flavefaciens* or *A. equolifacien*s), or both, and then performed behavioral testing (Fig. 3a). For this group of experiments, we chose antidepressant duloxetine because it decreased both *R. flavefaciens* and *A. equolifacien*s, as well as it showed the biggest effect in TST in BALB/c mice (Supplemental Figure S3). Presence of gavaged bacteria in the gut was confirmed by detecting *R. flavefaciens* or *A*. equolifaciens in stool samples of treated mice (Supplemental Figure S4).

First, we examined effects of *R. flavefaciens* in the TST. As expected, duloxetine induced a significant effect (two-way ANOVA: F_dul_ = 30.70, *p* < 0.001), and duloxetine treated animals displayed significantly less immobility, compared to control animals (Fig. 3b). Interestingly, there was also a significant effect of *R. flavefaciens* (two-way ANOVA: F_Rum_ = 5.90, *p* < 0.05), and animals treated with both *R. flavefaciens* and duloxetine displayed significantly more immobility compared to those treated with duloxetine alone (Fig. 3b). Therefore, *R. flavefaciens* treatment was able attenuate the duloxetine effect in the TST. In the FST, significant effects were also obtained by both duloxetine (two-way ANOVA: F_dul_ = 5.70, *p* < 0.05) and *R. flavefaciens* (two-way ANOVA: F_Rum_ = 8.74, *p* < 0.01) (Fig. 3c). Specifically, animals concomitantly treated with *R. flavefaciens* and duloxetine were more immobile than animals treated with duloxetine alone, and displayed behavior comparable to control animals (Fig. 3c). Therefore, *R. flavefaciens* treatment was able to abolish the effect of duloxetine treatment in the FST. The effects of *R. flavefaciens* in TST and FST were not confounded by locomotor deficits (Supplemental Figure S5a, b). Together, these results demonstrate that *R. flavefaciens* can attenuate duloxetine effects in behavior despair paradigms.

Further, we examined the effect of *R. flavefaciens* on anhedonia, by SPT. Both the antidepressant and the bacteria showed significant effects (two-way ANOVA: F_dul_ = 6.42, *p* < 0.05; F_Rum_ = 13.73, *p* = 0.001) (Fig. 3d). Namely, duloxetine increased mice preference for 2% sucrose, while it did not change the sucrose preference in the group receiving *R. flavefaciens* together with the drug (Fig. 3d). Also, sucrose preference was higher in group receiving duloxetine than in group receiving both duloxetine and *R. flavefaciens* (Fig. 3d). Moreover, the interaction of duloxetine and the bacteria treatment was significant in SPT (two-way ANOVA: F_dul*Rum_ = 8.34, *p* < 0.01) (Fig. 3d). In conclusion, *R. flavefaciens* supplementation reduced or abolished antidepressive properties of duloxetine.

In addition, the effect of *R. flavefaciens* on general gastrointestinal health was evaluated by number of fecal pellets in open field test (Supplemental Figure S5c). *R. flavefaciens* abolished constipation induced by duloxetine. The decreased defecation in a new environment induced by duloxetine can be attributed to its anxiolytic effect as well, yet we note that there were no changes in time spent in center of the open field arena by any of treatments, which is also taken as sign of anxiety behavior^54^ (data not shown).

Additionally, we determined whether antidepressant effects can be modulated by *A*. *equolifaciens*. As in the previous experiment, duloxetine had significant effects on immobility time in TST (two-way ANOVA: F_dul_ = 55.63, *p* < 0.001) and to lesser degree in FST (two-way ANOVA: F_dul_ = 6.52, *p* < 0.05) (Fig. 3e, f). However, when the drug was given together with *A*. *equolifaciens*, it still exhibited its antidepressant properties (Fig. 3e, f). Therefore, contrary to *R. flavefaciens*, *A*. *equolifaciens* did not abolish antidepressive effects of duloxetine.

### *R. flavefaciens* up-regulates mitochondrial genes while down-regulates neural genes in mPFC

In order to reveal mechanisms by which *R. flavefaciens* exerts its effects on the brain, we did whole transcriptome analyses on RNA extracted from the mPFC from each of the four experimental groups: control, duloxetine treated, *R. flavefaciens* treated, and those treated with both *R. flavefaciens* and duloxetine. 

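RNA from the mPFC of 24 mice was sequenced, with 6 mice in each of the 4 groups and 1 library per mouse. Duloxetine, an antidepressant that blocks the reuptake of serotonin and norepinephrine, was given at 10 mg per kg. *R. flavefaciens*, an anaerobic bacterium of the gut, was given alive by gavage, and the treatments lasted at least 21 days. According to the methods, poly(A) RNA was sequenced and the authors mapped the reads to GRCm38.p5 with Tophat2. According to the supplement, they normalized the gene counts with DESeq2 and also tested differential expression with it. The deposited values are therefore normalized counts, for 15456 genes, of which 13913 are protein coding. In each mouse's column, at least 99.97 percent of the values are whole multiples of a single step, within a tolerance of 0.0051. The step lies between 0.883 and 1.11, and dividing by it was taken to return the reads counted on each gene. The recovered reads ranged from 12811413 to 15607343 per mouse. Their median was 13591497 in the control, 14536037 in the duloxetine, 13943370 in the *R. flavefaciens* and 14621656 in the combined group. Both groups given duloxetine were deeper than the controls (exact permutation test, two-sided, p = 0.00433 for each, n = 6 mice per group). Normalized counts were analyzed as log2(value + 1) for the 14974 genes with a mean of at least 10 normalized counts. All 4 groups entered 1 limma fit, p-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were called differentially expressed genes (DEGs). On simulated counts with 200 changed genes, 6 mice per group and the depth of these mice, this test called 175 of the changed genes and 6 others. The simulated changes had a median log2 fold change of 0.99 when raised and -1.01 when lowered. Neither smaller changes nor correlation between genes was simulated. Neither the text nor the supplement names the program that counted reads, whether it used strand, or the filter that left the genes of the table. No sequencing batch is named for any mouse.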

The mPFC is known to be a significant center of behavior regulation, receiving inputs from different limbic structures, and has been implicated in both depression and antidepressant treatment effects^55,56^.

### Differential expression analyses

RNA-seq data were firstly analyzed by differential expression analyses (DEA) (Supplementary Table 3). Duloxetine treatment alone, compared to control, changed expression of only one gene, *Adrb1*, one of the norepinephrine receptors (Fig. 4a). In contrast*, R. flavefaciens* treatment resulted in 324 differentially expressed genes (DEGs), in comparison to controls (Fig. 4a). 

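*Adrb1* (ENSMUSG00000035283.4) lies on the plus strand of chromosome 19 of GRCm38, from 56722372 to 56724862. It had 656 ± 65.2 normalized counts (SD, n = 6 mice) in the control and 499 ± 22.9 (SD, n = 6) in the duloxetine group. Its log2 fold change was -0.39 (standard error 0.078), with an adjusted p-value of 0.464 from limma. Each of the 6 duloxetine mice had fewer counts than every control mouse (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 mice against 6 allow). No gene passed the threshold in this comparison, and 573 genes had an unadjusted p-value under 0.05. *Adrb1* had the smallest p-value of all tested genes. DESeq2 on the recovered reads, with the 4 groups in 1 fit, called *Adrb1* alone, with an adjusted p-value of 0.0197. Over 12 other ways of testing, the adjusted p-value of *Adrb1* ranged from 1.6e-05 to 0.639 and was under the threshold in 3, all of them DESeq2 fits. The alternative that moved the count of DEGs most was DESeq2 on these 2 groups alone, chosen after seeing the data, with 28 DEGs. With each mouse left out in turn, the log2 fold change stayed between -0.42 and -0.35. In the groups given the bacterium, *Adrb1* had 650.4 ± 42.8 (SD, n = 6) normalized counts without duloxetine and 475 ± 74.5 (SD, n = 6) with it, a log2 fold change of -0.46 (limma, adjusted p = 0.007).

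**Figure D1:**
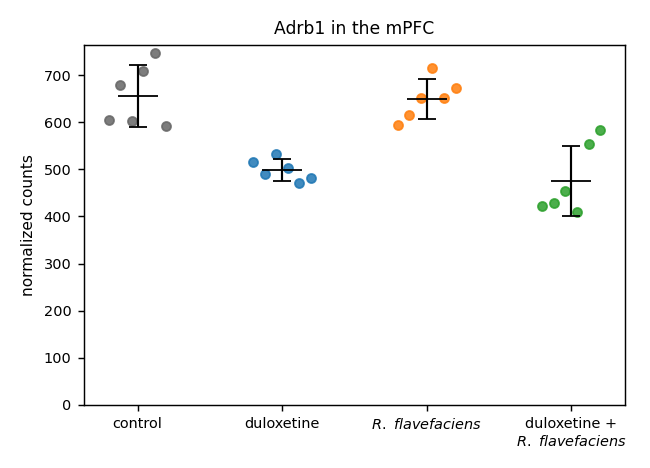
Normalized counts of *Adrb1* in the mPFC of each mouse, by treatment group, on an axis that starts at 0. Points are mice, and bars give the mean and the SD of 6 mice, which is 656 ± 65.2 in the control and 499 ± 22.9 in the duloxetine group.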

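At an adjusted p-value under 0.05, limma called 4 genes between *R. flavefaciens* treated and control mice, and 2939 genes had an unadjusted p-value under 0.05. The higher ones were *Olfr729*, on chromosome 14, with a log2 fold change of 1.33 (standard error 0.23), and *Cox8a*, a complex IV subunit on chromosome 19, with 0.36 (standard error 0.065). The lower ones were *Zfp318*, on chromosome 17, with -0.29 (standard error 0.051), and *Znrf3*, on chromosome 11, with -0.31 (standard error 0.057). All 4 had an adjusted p-value of 0.0261 from limma, and for each of them the 6 treated mice lay beyond every control mouse (exact permutation test, two-sided, p = 0.00216). *Olfr729* belongs to the large family of olfactory receptor genes, whose reads the authors' counting could have split between similar copies. *Cox8a* had 2953 ± 206 normalized counts (SD, n = 6 mice) in the control and 3810 ± 413 (SD, n = 6) in the *R. flavefaciens* group, where mouse 9_3, with 4603, stood farthest from the others. DESeq2 on these 2 groups alone, chosen after seeing the data, called 57 DEGs, 37 higher and 20 lower, and limma on these 2 groups called 0. With all 4 groups in the fit, DESeq2 on the recovered reads called 488 DEGs, 246 higher and 242 lower, and edgeR on the same reads called 4. All 488 had the same direction and an unadjusted p-value under 0.05 in limma, where their largest adjusted p-value was 0.126. At a limma adjusted p-value under 0.1 there were 579 DEGs. With each of the 24 mice left out in turn, limma called from 0 to 616 genes, with a median of 4. It called 616 without mouse 9_2, 427 without 8_3 and 239 without 9_1, all *R. flavefaciens* treated, and 0 without control mouse 1_1, 2_2 or 2_3 or *R. flavefaciens* treated mouse 9_3.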

GO analyses revealed that genes up-regulated by *R. flavefaciens* treatment were enriched for mitochondrial processes (Fig. 4b), especially oxidative phosphorylation, while the down-regulated genes were enriched with genes involved in neural plasticity (Fig. 4c). 

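GO annotation was not used here. In its place stood 15 gene sets, built from families that the text names or that the GO terms of Fig. 4, Fig. 5 and Supplemental Figure S7 point to. The paper drew these families and terms from the same 24 mice, so no test of the sets is independent evidence. With camera of limma, a test of whether a set's log2 fold changes differ from those of the other genes, the 46 subunits of complexes I and III were higher in *R. flavefaciens* treated than in control mice (median log2 fold change 0.19, limma camera adjusted p = 2.7e-19 over 120 tests). The medians were 0.24 for 12 nuclear complex IV subunits, 0.17 for 16 ATP synthase subunits, 0.10 for 77 mitochondrial ribosomal proteins and 0.22 for 81 cytoplasmic ribosomal proteins. They were -0.13 for 17 ionotropic glutamate receptors, -0.16 for 85 cadherins and protocadherins and -0.17 for 41 voltage-gated channel subunits. Camera called 11 of the 15 sets with its preset correlation. Of these, fry called 6, namely complexes I and III, complex IV, ATP synthase, mitochondrial ribosomal proteins, glutamate receptors and cadherins, and camera with an estimated correlation called 0, although 6 of its unadjusted p-values were under 0.05. In random splits of the mice, adjusted over the 15 sets alone, camera called as many sets as in the real split in 38 of 100 and fry, with 9 sets, in 1 of 100. Each mouse was also given a set score, the mean over the set of its log2 values minus the mean of each gene over the 24 mice. The complex I and III score was -0.071 ± 0.037 (SD, n = 6) in the control and 0.11 ± 0.15 (SD, n = 6) in the *R. flavefaciens* mice, with 5 of 6 treated mice above every control mouse (exact permutation test, two-sided, p = 0.00433, adjusted p = 0.0325 over 75 tests). The glutamate receptor score was 0.067 ± 0.023 (SD, n = 6) in the control and -0.083 ± 0.11 (SD, n = 6) in the treated mice, of which all 6 lay below every control mouse (exact permutation test, p = 0.00216, adjusted p = 0.0325). Mouse 9_3 had the highest complex I and III score, 0.37, and without it the difference fell from 0.18 to 0.12 (exact permutation test, p = 0.00649). Across the 14344 genes outside the sets, the log2 fold change fell with transcript length (Spearman's rho -0.280; genes are not independent replicates). It rose with GC content (Spearman's rho 0.227), a trend that was not removed or tested further. The median transcript of the complex I and III set has 581 bases and that of the glutamate receptor set 4125. By Fisher's exact test, 0 sets were enriched among the 4 DEGs after adjustment, and 1 had an unadjusted p-value under 0.05. Among the 266 genes higher at a limma adjusted p-value under 0.1 were 17 of the 46 complex I and III subunits, against 0.817 expected.

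**Figure D2:**
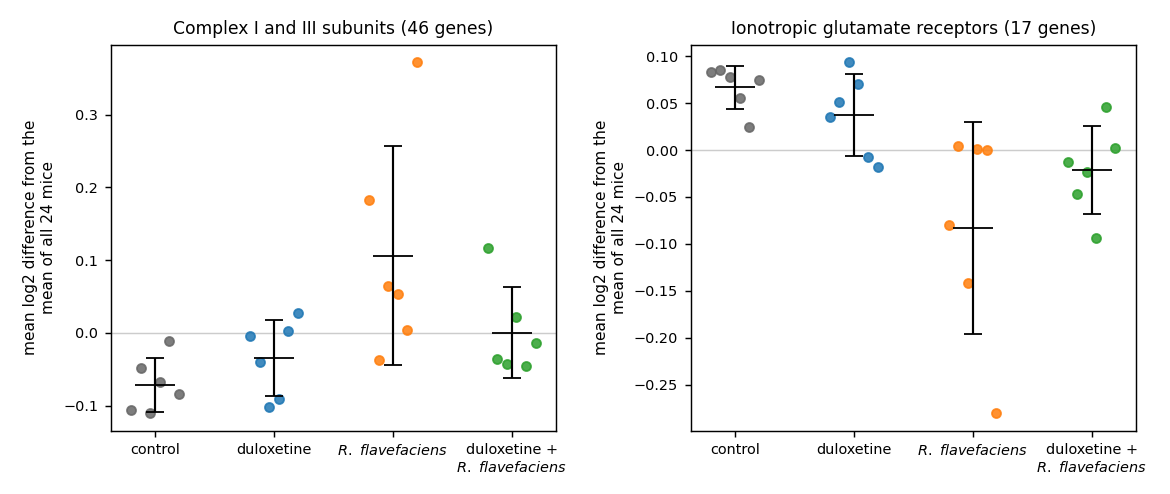
Scores of the complex I and III subunits and of the ionotropic glutamate receptors for each mouse, on the log2 scale, by treatment group. Points are mice, and bars give the mean and the SD of 6 mice; the mean complex I and III score is -0.071 in the control and 0.11 in the *R. flavefaciens* group.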

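With the same limma fit, 15 genes differed between mice given both *R. flavefaciens* and duloxetine and controls, 8 higher and 7 lower, and 2517 genes had an unadjusted p-value under 0.05. The 3 higher genes with the smallest p-values were *Olfr729* (log2 fold change 1.56, limma adjusted p = 0.00155), *mt-Te*, a transfer RNA gene of the mitochondrial genome (0.69, limma adjusted p = 0.00605), and *F3* on chromosome 3 (0.71, limma adjusted p = 0.00656). The 3 lower ones were *Mthfd1l* on chromosome 10 (-0.45, limma adjusted p = 0.00155), *Adrb1* (-0.47, limma adjusted p = 0.00656) and *Otud1* on chromosome 2 (-0.40, limma adjusted p = 0.0188). Each of these 6 genes had the 6 treated mice beyond every control mouse. *Mthfd1l* had 317 ± 27.8 normalized counts (SD, n = 6 mice) in the control and 231 ± 12.3 (SD, n = 6) in the combined group. The split of the calls depended on scaling, with 13 higher and 5 lower after quantile normalization and 20 higher and 4 lower after upper-quartile rescaling. DESeq2 on the recovered reads called 217 genes, 111 higher and 106 lower, and DESeq2 on these 2 groups alone, chosen after seeing the data, called 709. edgeR on the same reads, with all 4 groups, called 17. With each mouse left out in turn, limma called from 5 to 154 genes, with a median of 10.5. The 154 came without mouse 12_4 of the combined group, and leaving out *R. flavefaciens* treated mouse 9_3, which is in neither group but contributes to the variance, gave 123.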

When the group treated by both *R. flavefaciens* and duloxetine was compared to controls, there were 185 DEGs (Fig. 4a). Interestingly, concomitant *R. flavefaciens* and duloxetine treatments also resulted in the up-regulation of genes enriched for mitochondrial energy metabolism (Fig. 4d), and down-regulation of genes enriched for neural plasticity (Fig. 4e). 

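In the combined group, the median log2 fold change against control was 0.084 for the subunits of complexes I and III (limma camera adjusted p = 0.000365) and 0.14 for the nuclear complex IV subunits. The 13 mRNAs encoded on the mitochondrial genome had a median of 0.36 (limma camera adjusted p = 1.3e-16). Over 10 alternatives the median of these mRNAs ranged from 0.14 to 0.39. Their score was higher than in the controls by 0.37, with 5 of 6 mice above every control mouse (exact permutation test, two-sided, p = 0.00433, adjusted p = 0.0325). With duloxetine alone it was higher than in the controls by 0.25 (exact permutation test, p = 0.00216, adjusted p = 0.0325). With *R. flavefaciens* alone it was higher by 0.14 (exact permutation test, p = 0.0476, adjusted p = 0.143), and between both treatments and duloxetine alone by 0.11 (exact permutation test, p = 0.316, adjusted p = 0.423), neither of which passed after adjustment. The complex I and III score was higher by 0.072, which did not pass after adjustment (exact permutation test, p = 0.0216, adjusted p = 0.0854; 6 of 6 mice above the control mean). The score of the mitochondrial ribosomal proteins was higher by 0.038 (exact permutation test, p = 0.00649, adjusted p = 0.0375). For the glutamate receptors the median log2 fold change was -0.12, and their score was lower in 6 of 6 mice than the control mean, with a difference of -0.088 (exact permutation test, p = 0.00433, adjusted p = 0.0325). The score of cadherins and protocadherins differed by -0.11 (exact permutation test, p = 0.00649, adjusted p = 0.0375). With a smooth trend on transcript length removed from each mouse, a check chosen after seeing the data, the differences were 0.32 for the mRNAs of the mitochondrial genome (exact permutation test, p = 0.00433, adjusted p = 0.0696), 0.037 for complexes I and III (exact permutation test, p = 0.171), 0.018 for the mitochondrial ribosomal proteins (exact permutation test, p = 0.251), -0.060 for the glutamate receptors (exact permutation test, p = 0.0108, adjusted p = 0.0885) and -0.078 for cadherins and protocadherins (exact permutation test, p = 0.0238, adjusted p = 0.105), and none passed after adjustment. Over these 75 exact tests, even a p-value of 0.00216, the smallest possible, was adjusted to 0.0696. Fry after the removal called the mRNAs of the mitochondrial genome (fry adjusted p = 0.0167) and the glutamate receptors (0.0479). It did not call complexes I and III (fry adjusted p = 0.629) or the mitochondrial ribosomal proteins (0.716). Without the removal, of the 13 sets that camera called, fry called 2, the mRNAs of the mitochondrial genome and the adaptor protein complex subunits, whose median was -0.032. Among the 15 DEGs, 0 sets were enriched after adjustment and 1 had an unadjusted p-value under 0.05. Among the 111 genes that DESeq2 called higher were 12 of the 13 mRNAs of the mitochondrial genome.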

When the group receiving both the bacteria and duloxetine was compared to the group receiving duloxetine alone, only one gene, *Dpysl2*, was shown to be differentially expressed, i.e., down-regulated. 

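*Dpysl2* (ENSMUSG00000022048.8) lies on the minus strand of chromosome 14 of GRCm38, from 66802864 to 66868688. It had 4946 ± 294 normalized counts (SD, n = 6 mice) with duloxetine alone and 4070.0 ± 186 (SD, n = 6) with both treatments, a log2 fold change of -0.28 (standard error 0.051; limma adjusted p = 0.111). Every mouse given both had fewer counts than every mouse given duloxetine (exact permutation test, two-sided, p = 0.00216). limma called 0 genes in this comparison, and 883 had an unadjusted p-value under 0.05, of which *Dpysl2* had the smallest. DESeq2 on the recovered reads called *Dpysl2* alone, with an adjusted p-value of 0.00055, and over the 12 other ways of testing this adjusted p-value ranged from 0.000118 to 0.722. With each mouse left out in turn the log2 fold change ranged from -0.31 to -0.26, and the limma adjusted p-value was under the threshold in 3 of 24 fits, without mouse 5_3 (0.0212), 7_2 (0.0394) or 9_3 (0.0409). The controls had 4802 ± 244 (SD, n = 6) and the mice given *R. flavefaciens* alone 4373 ± 318 (SD, n = 6) normalized counts of *Dpysl2*.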

The list of all DEGs can be found in Supplemental Table 3. Therefore, treatment with *R. flavefaciens* induces expression changes of genes related to mitochondrial and neuronal process in the mPFC.

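Averaged over mice with and without duloxetine, the effect of *R. flavefaciens* gave 4 DEGs, and 2711 genes had an unadjusted p-value under 0.05. For this average, the median log2 fold change was 0.12 for the subunits of complexes I and III and -0.11 for the glutamate receptors. The interaction of the treatments, which tests whether the effect of the bacterium differs with duloxetine, gave 0 DEGs, with 1128 genes at an unadjusted p-value under 0.05. The comparisons of *R. flavefaciens* and of both treatments with control shared 2 DEGs, *Cox8a* and *Olfr729*, both higher in each. The 2 comparisons use the same control mice, and in 100 regroupings of the residuals around the group means, none gave a shared DEG. Across genes, the log2 fold changes of the 2 comparisons correlated with Pearson's r = 0.436, and the regroupings gave a mean r of 0.499, with 71 of 100 as high, so this correlation was no higher than the shared controls give. The number of genes with an unadjusted p-value under 0.05 and 1 direction in both comparisons was 714, against a mean of 121 and a highest value of 629 in the regroupings. From the DEGs and the GO terms enriched among them, the paper concludes that the bacterium changes the expression of genes of mitochondrial and neuronal processes in the mPFC.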

**Fig. 4:**
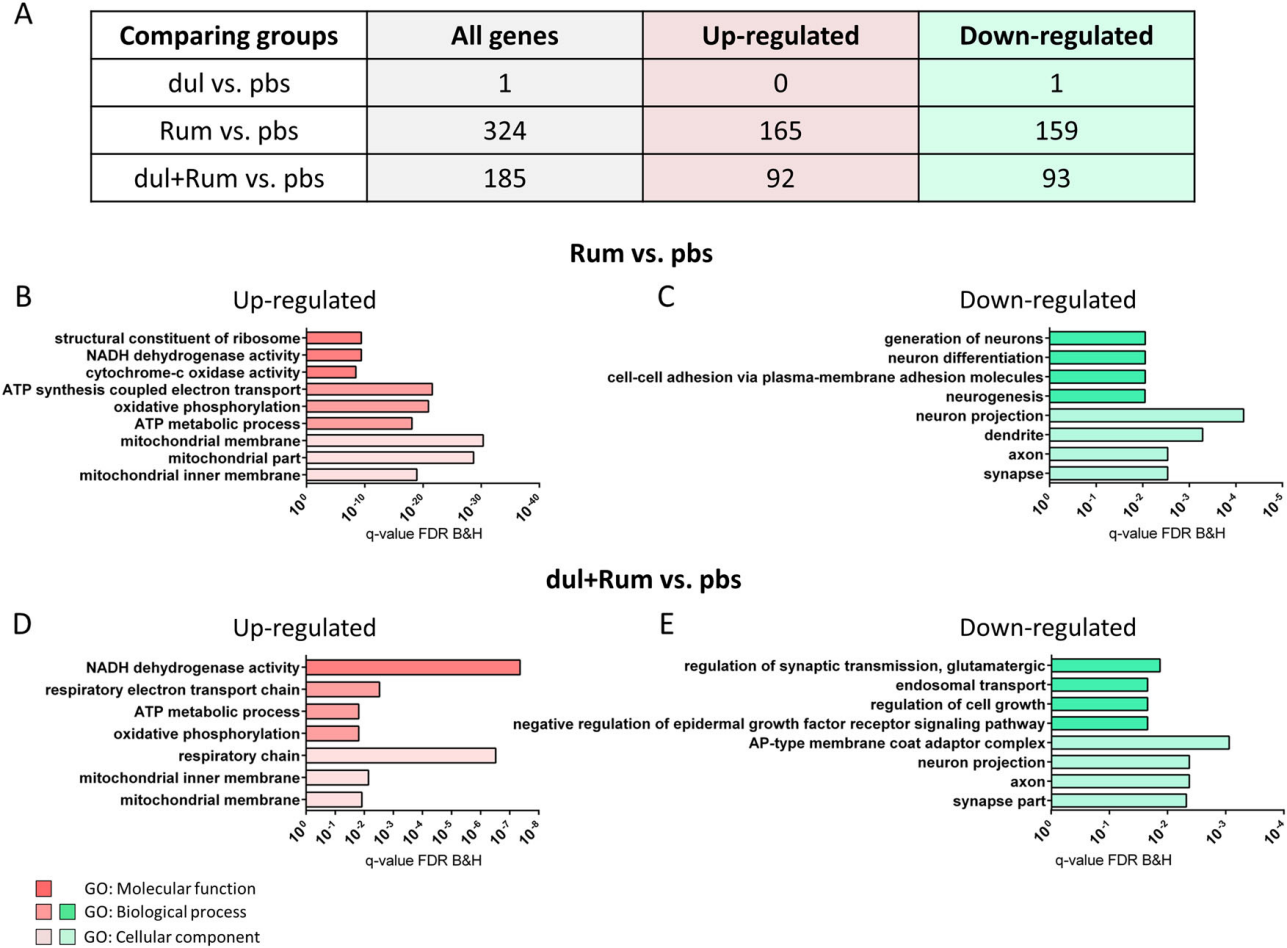
Differentially expressed genes (DEGs) after duloxetine and *R. flavefaciens* treatments. **a** The total number of DEGs, as well as the number of genes that are up-regulated and down-regulated by the particular treatment, are represented in the table. **b**, **c** Gene ontology (GO) enrichment analyses of genes up-regulated (**b**) and down-regulated (**c**) by *R. flavefaciens* treatment. **d**, **e** GO enrichment analyses of genes up-regulated (**d**) and down-regulated (E) by concomitant duloxetine and *R. flavefaciens* treatment. Bars representing GO terms show Benjamini and Hochberg FDR adjusted *p* values. *n* = 6 animals per experimental group. *dul* duloxetine, *Rum R. flavefaciens*

### Weighted gene correlation network analysis

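The network was built from the deposited normalized counts, untransformed, of all 15456 genes and 24 mice. WGCNA itself was not used here, and its steps were written anew in Python from the description in the supplement. Pearson correlations between genes were made signed and raised to the power 7, and the topological overlap of each pair of genes, a measure of shared neighbors, was clustered. The tree was divided at a single height, 0.895, into clusters of at least 30 genes, and clusters whose eigengenes correlated above 0.75 were merged. Dynamic Tree Cut, which the paper used, divides each branch at its own height, so module sizes are not on the same footing. An eigengene is the first principal component of a module. Its relation to each treatment was given by Kendall's tau, as in Fig. 5a, and tested by 100000 permutations of the difference in mean eigengene between 12 treated and 12 untreated mice, adjusted over modules and both treatments. On a simulated table of 2240 genes that held 3 modules, 2 were recovered apart and all 240 module genes were placed, but 1472 of 2000 unrelated genes were also placed in a module, so membership in a module is a weaker statement here than a high correlation with its eigengene.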

In order to determine clusters of genes whose expression was associated with duloxetine and *R. flavefaciens* treatment, we analyzed our data using weighted gene correlation network analysis (WGCNA). Namely, DEA are useful method for independent discovery of genes, with high confidence, which expression levels are changed by a treatment. On the other hand, WGCNA approach enabled us to discover groups of genes, which individually may not have been identified by DEA, but whose changes in expression are strongly mutually correlated and related with the same direction to a treatment. Further, this method could be of greater relevance for understanding disturbed biological pathways.

WGCNA clustering of our RNA-seq data identified a total of 18 modules of co-expressed genes. 

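With these settings 13 modules were found, which held 6864 genes, and 8592 genes were in none. The largest held 3037 genes and the smallest 37. With log2 values in place of untransformed counts there were 11 modules, with clusters of at least 100 genes there were 9, the setting that moved the number most, and with the power 12 there were 13.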

Module-trait relationship revealed that there were three modules significantly correlated with *R. flavefaciens* treatment that were not correlated with the same directionality with duloxetine treatment (Fig. 5a). 

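Of the 13 modules, the 2 largest passed the threshold with *R. flavefaciens*. The largest had a Kendall's tau of -0.44 (jackknife standard error 0.13 over 24 mice; permutation test, two-sided, p = 0.00635, adjusted p = 0.033) and the second largest a tau of 0.42 (jackknife standard error 0.14; permutation test, p = 0.00508, adjusted p = 0.033). With duloxetine their tau was -0.14 (permutation test, p = 0.818) and -0.12 (permutation test, p = 0.267). The sign of the latter changed to 0.060 with log2 values and 0.020 with the power 12. A module of 410 genes had a tau of 0.36 with *R. flavefaciens* that did not pass after adjustment (permutation test, p = 0.0239, adjusted p = 0.0778).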

The blue module (2904 genes), was positively correlated to the bacterial treatment, while the turquoise module (3353 genes), as well as a small skyblue module (186 genes), were negatively correlated to the bacterial treatment (Fig. 5a). 

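The module that holds *Gria1*, *Gria2*, *Grin2a* and *Grin2b* is called turquoise-like here, and it was the largest. The module that holds most subunits of complex I, 1448 genes in all, is called blue-like. The mean turquoise-like eigengene was 0.15 ± 0.034 (SD, n = 6 mice) in the control and -0.13 ± 0.30 (SD, n = 6) in the *R. flavefaciens* group (exact permutation test, two-sided, p = 0.026). The mean blue-like eigengene was -0.12 ± 0.073 (SD, n = 6) in the control and 0.22 ± 0.31 (SD, n = 6) in the *R. flavefaciens* group (exact permutation test, p = 0.00649), where mouse 9_3 had 0.79. Without mouse 9_3, Kendall's tau with the bacterium was -0.42 for the turquoise-like and 0.39 for the blue-like module. Against mice given duloxetine alone, the eigengenes of mice given both treatments did not differ by more than their spread (exact permutation test, p = 0.132 for the turquoise-like and 0.416 for the blue-like module). No module was taken as the counterpart of the skyblue module, for which the text names no gene.

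**Figure D3:**
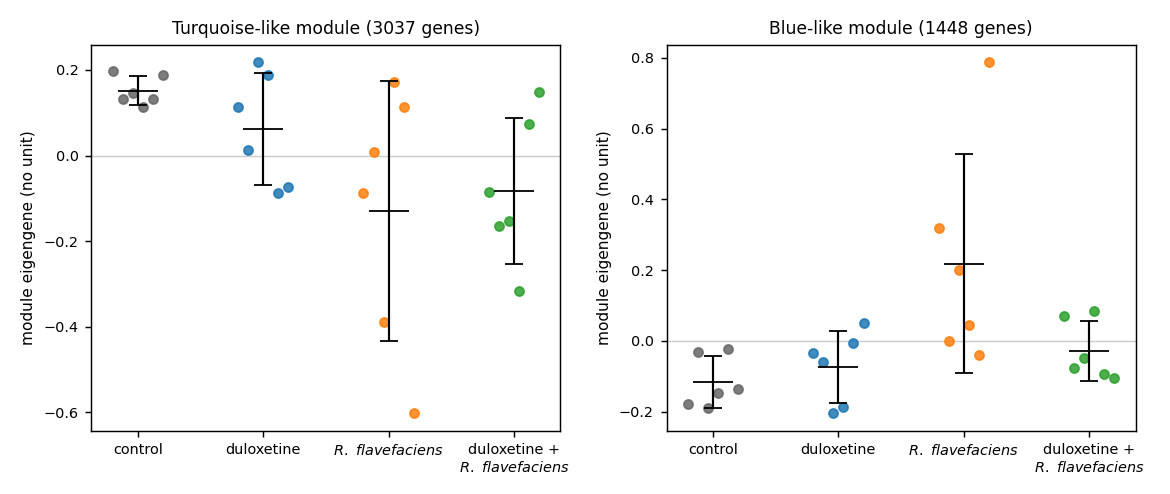
Eigengenes of the turquoise-like and the blue-like module for each mouse, in arbitrary units, by treatment group. Points are mice, and bars give the mean and the SD of 6 mice; the control means are 0.15 and -0.12.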

Further confirmations of *R. flavefaciens* effects were strong correlations of module membership (MM) with gene-trait relationship for all three modules (Supplemental Figure S6). In other words, the genes that were strongly correlated to the module eigengenes (i.e., genes with high MM) were also strongly correlated with presence/absence of *R. flavefaciens* treatment.

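Across the genes of a module, membership (the correlation of a gene with the eigengene) was set against the absolute correlation of the gene with the presence of *R. flavefaciens*. Pearson's r was 0.553 over the genes of the turquoise-like module (jackknife standard error over mice 0.160) and 0.374 over those of the blue-like module (jackknife standard error 0.128). These correlations are across genes, which are not independent replicates. The median correlation of a gene with the presence of the bacterium was -0.367 in the turquoise-like and 0.344 in the blue-like module.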

**Fig. 5:**
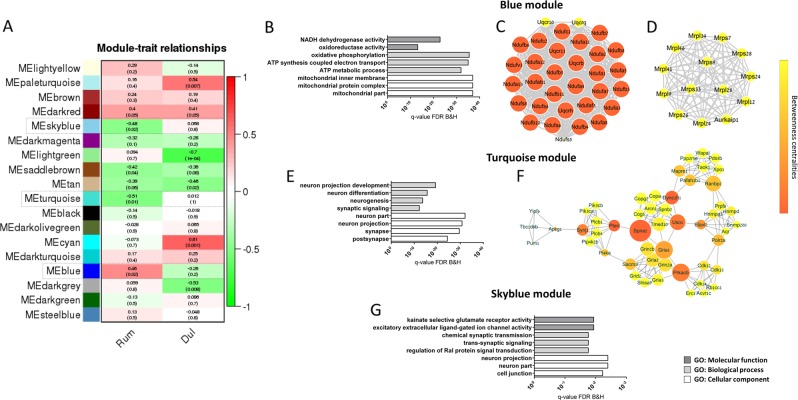
Results of weighted gene correlation network analysis (WGCNA). **a** Table of module-trait relationship reports Kendall’s correlation coefficients, and its corresponding *p* values, between the eigengene value of each module and the particular treatments. Modules related to *R. flavefaciens* treatment, and were not correlated with the same directionality with duloxetine treatment, are emphasized by dashed lines. **b**–**g** Gene ontology (GO) and protein-protein interaction (PPI) network analysis of WGCNA modules significantly related to *R. flavefaciens* treatment. GO enrichment analyses (**b**) and PPI network analysis (**c**, **d**) of genes in blue module with module membership (MM) > 0.7. GO enrichment analyses (**e**) and PPI network analysis (**f**) of genes in turquoise module with MM > 0.7. GO enrichment analyses of genes in skyblue module, with MM > 0.7 (**g**) Bars representing GO terms show Benjamini and Hochberg FDR adjusted p values. Node size in PPI networks indicates number of interactions with other nodes in the network (i.e., degree centrality), while the node color reflects number of shortest paths that rely on that given node within the network (i.e., betweenness centrality). *dul* duloxetine, *Rum R. flavefaciens*

In order to understand biological mechanisms associated with genes in these three modules, we performed GO and protein-protein interaction (PPI) network analyses on module genes (MM > 0.7). 

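Of the genes of the blue-like module, 786 had a membership above 0.7. The module held 39 of the 46 subunits of complexes I and III, against 4.31 expected from its size. It also held 11 of 12 nuclear complex IV subunits, 12 of 16 ATP synthase subunits and 77 of 81 cytoplasmic ribosomal proteins, against 7.59 expected for the last. None of the counts comes with a p-value, because the genes were clustered on their correlation in these mice.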

GO analyses of genes in the blue module, which was positively correlated with *R. flavefaciens* treatment, determined enrichment of mitochondrial energy generation processes (Fig. 5b). Subsequent PPI network analyses of the blue module revealed two protein clusters of strongly interconnected gene products also involved in mitochondrial functions. 

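NDUF genes encode subunits of complex I of the respiratory chain, and UQCR genes subunits of complex III. Of the 38 NDUF genes in the deposited table 33 were in the blue-like module, 32 of them with a membership above 0.7. Of the 8 UQCR genes 6 were in it, all with a membership above 0.7. The turquoise-like module held 1 gene of each family, neither with a membership above 0.7. Protein interactions were not analysed here.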

One protein cluster (composed of 32 nodes) mainly consisted of subunits belonging to mitochondrial complex I (NADH:ubiquinone oxidoreductase (NDUF)), while 4 genes are belonging to mitochondrial complex 3 (ubiquinol-cytochrome c reductase complex subunits (UQCR)) (Fig. 5c). The members of the other protein cluster (composed of 14 nodes) are part of mitochondrial ribosomal protein (MRPL) gene family, involved in translation of mitochondrial genes, that are subunits of respiratory chain complex (Fig. 5d). Therefore, *R. flavefaciens* treatment was associated with the upregulation of several mitochondrial pathways.

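Of the 48 MRPL genes in the deposited table, 22 were in the blue-like module and 9 of these had a membership above 0.7. With the MRPS genes, which encode the small subunit of the mitochondrial ribosome, the module held 37 of 77 genes, against 7.21 expected from its size.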

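The turquoise-like module, whose eigengene was lower with *R. flavefaciens*, had 1423 genes with a membership above 0.7. It held 12 of 17 ionotropic glutamate receptors, against 3.34 expected from its size. Of 41 voltage-gated channel subunits it held 29 (8.06 expected), of 35 genes for synaptic scaffolds and adhesion 22 (6.88 expected), and of 85 cadherins and protocadherins 40 (16.7 expected).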

Turquoise and skyblue modules, whose expression levels were negatively related to *R. flavefaciens* treatment, were both enriched with genes involved in neural functions (Fig. 5e, g). PPI analysis of turquoise module revealed one cluster of 51 proteins, consisting of several smaller highly interacting clusters (Fig. 5f). Gene products of these protein clusters are involved in ionotropic glutamate neurotransmission (such as *Gria1* and *Gria2*, AMPA receptor subunits, and *Grin2a* and *Grin2b*, NMDA receptor subunits), protein phosphorylation (such as *Prkacb*, a subunit of protein kinase A (PKA)), phosphatidylinositol signaling (such as *Pten*) and vesicle-mediated trafficking (such as *Dync1h1* and *Uso1*). 

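*Gria1*, *Gria2*, *Grin2a*, *Grin2b*, *Prkacb*, *Dync1h1* and *Uso1* were in the turquoise-like module, with memberships from 0.725 (*Gria1*) to 0.937 (*Prkacb*). These 7 genes also had a negative log2 fold change between *R. flavefaciens* treated and control mice, from -0.39 (*Grin2b*) to -0.066 (*Gria2*). *Grin2b*, on chromosome 6, had a standard error of 0.11 and a limma adjusted p-value of 0.0755. *Dync1h1*, on chromosome 12, had a log2 fold change of -0.27 (standard error 0.075, limma adjusted p = 0.0795), and all 6 treated mice lay below every control mouse (exact permutation test, two-sided, p = 0.00216). An exon of *Gm35558*, on the other strand, overlaps 403 bases of *Dync1h1*, and the authors' counting is not stated to use strand. For the same reason *Grin2b* has a limit, since exons of 3 genes on the other strand overlap it by up to 143 bases. On the same strand, an exon of *Gm25749* overlaps 111 bases of *Gria2*. With limma over all genes tested 0 of the 7 passed the threshold, and 5 had an unadjusted p-value under 0.05. This is not independent evidence, because the study chose the genes on these samples. Between mice given both treatments and controls the 7 were lower again, 4 with an unadjusted p-value under 0.05, although *Gria2*, at -0.0058, became higher with quantile normalization (0.058), upper-quartile rescaling (0.029) and removal of the length trend (0.024).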

Genes from the smallest skyblue module did not give any relevant protein network. Therefore, the WGCNA provided further evidence that *R. flavefaciens* treatment affects gene expression pathways involved in neuronal function, and further highlight the glutamatergic system.

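The paper reasons from the negative relation of the turquoise and skyblue modules to the bacterium, and from the neural GO terms and protein clusters of their genes, that the treatment affects neuronal pathways, with emphasis on the glutamatergic system. The paper picked out ionotropic glutamate receptors in these same mice, so a further test of them is not independent evidence. The 17 ionotropic glutamate receptors, in which the turquoise-like module is rich, were also tested apart from the network, between mice given the bacterium and mice given duloxetine. Their score differed by -0.12 (exact permutation test, two-sided, p = 0.0216, n = 6 mice per group; 6 of 6 mice below the mean of the duloxetine mice), without adjustment over other sets and comparisons. With duloxetine given in both groups, that is, between mice given both treatments and mice given duloxetine, the difference was -0.059 and did not pass (exact permutation test, p = 0.0541, adjusted p = 0.156).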

Modules affected by duloxetine treatment (Fig. 5a) were enriched for genes involved in RNA splicing (paleturquise module), transcriptional regulation and MAPK activity (lightgreen module) and protein ubiquitination and cellular localization (tan module) (Supplemental Figure S7), while cyan and darkgrey module did not show enrichment for any GO terms. Therefore, duloxetine also had interesting effects on gene networks. However, these networks were not affected by *R. flavefaciens*, and do not appear to be the target of *R. flavefaciens* effects.

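In the network built here, 3 small modules passed the threshold with duloxetine, with 55, 47 and 37 genes. Kendall's tau was 0.47 (permutation test, two-sided, p = 0.00428, adjusted p = 0.033), -0.62 (permutation test, p = 0.00014, adjusted p = 0.00351) and -0.61 (permutation test, p = 0.00027, adjusted p = 0.00351). With log2 values or with the power 12, 1 module passed. With clusters of at least 100 genes, modules of 760, 497 and 124 genes passed (permutation test, adjusted p = 0.0382, 0.0446 and 0.00234). The module of 37 genes held 9 of 22 activity-regulated and clock genes, against 0.0527 expected from its size, and *Adrb1*, with a membership of 0.859. Splicing factors were found more often than expected in a module of 471 genes, 8 of 59 against 1.80, whose tau of 0.41 with duloxetine did not pass after adjustment (permutation test, p = 0.0225, adjusted p = 0.0778). Of 81 genes for ubiquitin conjugation and removal, 1 was in the module of 55 genes and 0 in the others of these 3.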

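With *R. flavefaciens*, Kendall's tau of the modules of 55, 47 and 37 genes was 0.060 (permutation test, two-sided, p = 0.509), 0.040 (permutation test, p = 0.606) and -0.020 (permutation test, p = 0.986). These averages over mice with and without duloxetine hide 1 difference among single groups, since the eigengene of the module of 47 genes was 0.24 ± 0.17 (SD, n = 6) in *R. flavefaciens* treated mice and 0.023 ± 0.11 (SD, n = 6) in controls (exact permutation test, p = 0.026, unadjusted, and chosen after its value was seen).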

Together, bioinformatical analyses of mPFC transcriptome showed that *R. flavefaciens* treatment up-regulated genes involved in mitochondrial oxidative phosphorylation, while down-regulating genes involved in neural plasticity. Therefore, these putative pathways may explain the modulatory effects of *R. flavefaciens* on antidepressant actions on depressive-like behavior.

### Effects of *R. flavefaciens* on serotonin and noradrenalin effects in mPFC

To further illuminate the mechanism by with *R. flavefaciens* exerts its behavioral effects, we also evaluated levels of serotonin and noradrenalin in mPFC after chronic duloxetine and/or bacteria treatment (Supplemental Figure S8). Levels of serotonin (Supplemental Figure S8a) and noradrenaline (Supplemental Figure S8a) were not changed after chronic duloxetine administration. However, two-way ANOVA showed overall effect of *R. flavefaciens* treatment on serotonin levels (F_Rum_ = 4.61, *p* < 0.05) (Supplemental Figure S8a), and a tendency of overall bacteria effect on noradrenaline levels (F_Rum_ = 3.85, *p* = 0.06) (Supplemental Figure S8b).

## Discussion

This study demonstrates that different types of commonly used drugs for alleviating depressive symptoms, i.e., serotonin and/or norepinephrine reuptake inhibitors, have common effects on the composition of gut microbiota and that the microbiome may play a role in their antidepressant actions. Despite their widespread use for several decades, revealing mechanisms of SSRI and SNRI actions, and potential causes of individual differences in responsiveness to them, is still a topic of research, being that they are the most prescribed antidepressants, yet with limited therapeutic effects. Our study illuminates one more pathway of their activity, i.e., through changes of the gut microbiota, suggesting an additional mechanism through which we may be able to modulate and improve their therapeutic effects. Likewise, it was recently shown that some other psychotropic drugs can modulate gut microbiota, and these changes were related to their metabolic side effects or antidepressant effects^57,58^.

Regarding the antidepressant effects on overall gut bacterial diversity, all the drugs except desipramine reduced richness of mice gut microbiota, while simultaneously increasing beta diversity. Such changes in microbial diversity are in agreement with the metacommunity theory. According to this theory, reduced alpha diversity of gut microbial communities, resulting in reduced dispersal of symbionts, can lead to bigger differences between local communities, i.e., higher beta diversity^59–61^. It is generally accepted that higher gut bacterial diversity is beneficial for individual health, and decreased microbiota richness is associated with disease states, such as irritable bowel disease^62,63^ or obesity^64^. Therefore, reduced gut bacterial richness after antidepressant treatments could be of potential health concern for causing possible side effects.

The main goal of our gut microbial community analyses was to investigate whether we can identify specific bacterial taxa which change in the same way by all tested antidepressants, presuming that such alterations can underline their common antidepressant effects. Antidepressants reduced relative abundances of three genera: *Ruminococcus*, *Adlercreutzia* and an undefined genus in the order RF32, class Alphaproteobacteria. These changes can be considered to be in accordance with previous *in vitro* studies showing that monoamine reuptake inhibitors can have antimicrobial effects^21,65,66^, although there are no data regarding effects on species we found altered. Indeed, recent screen of more than 1000 commonly used human drugs showed that nearly one fourth of non-antibiotic mediation exhibit anticommensal activity^66^. Although the study revealed that several monoamine reuptake inhibitors inhibit growth of at least one bacterial species, for the antidepressants we also used in the study (fluoxetine, escitaloprame, venlafaxine and desipramine) none of the antimicrobial effects were shown^66^. The reason for these discrepancies could be that the species they used in the screen are not sensitive to these antidepressants and/or that the applied concentrations are below those that are achieved in gut after chronic i.p. treatment with doses of antidepressants we used.

Currently, not much is known about how antidepressants achieve these antimicrobial effects. A few studies suggest they can act as efflux pump inhibitors affecting bacterial quorum sensing^21,22,67^. On the other hand, it is shown that antidepressants can bind to bacterial homologs of Na^+^/Cl^−^-dependent neurotransmitter transporters, a family of proteins to which both serotonin transporter and norepinephrine transporter belong to, and inhibit their activity^68,69^

In the following series of experiments, we examined if decrease of *Ruminococcus* and/or *Adlercreutzia* by antidepressant drugs is causally related to their antidepressant effects. Indeed, in mice treated by duloxetine while concurrently supplemented with *R. flavefaciens*, antidepressive properties of duloxetine were attenuated. This effect of *R. flavefaciens* was evident in tests assessing rodent behavioral despair (i.e., TST and FST), as well as anhedonia. Supplementation with *A. equolifaciens* did not abolish duloxetine antidepressive effects, therefore demonstrating the specificity of the effects for *R. flavefaciens*. Involvement of *Ruminococcus* species in depressive behavior was also suggested by some other recent studies. Namely, in a study exploring involvement of gut microbiota in antidepressant properties of docosahexaenoic acid (DHA), positive correlation was found between abundance of *Ruminococcus* and anhedonic behavior of mice^70^. Further, prebiotics which exhibited antidepressive effects, also reduced abundance of the genus *Ruminococcus*^71^. In the current study, we directly demonstrate that introduction of a single *Ruminococcus* species, i.e., *R. flavefaciens*, is able to abolish antidepressive effects of an antidepressant. This confirms that changes in gut microbiota can be causally related to antidepressant properties of antidepressant drugs.

It is interesting that, contrary to undesirable effects of *R. flavefaciens* regarding antidepressant effects of duloxetine, replenishing of this bacteria was shown to be beneficial regarding antidepressant-induced constipation. Namely, duloxetine, as other antidepressants, are known to produce constipation as side-effect in certain individuals^72,73^. However, *R. flavefaciens* treatment was able to abolish this. To our best knowledge, there is no data about how *R. flavefaciens* could achieve this effect, but we can speculate it could include its involvement in degradation of complex carbohydrates and production of short-chain fatty acids^74–76^. However, reduced defecation caused by duloxetine in open field could be interpreted as an anxiolytic effect, and not necessarily related to constipation. We do note that we did not observe any differences in time spent in the center of the open field by any of treatments (data not shown), which is also a sign of anxiety behavior^54^. Therefore, the effect of treatment by *R. flavefaciens* on the defecation should be interpreted with caution, since defecation can be effected by both gut abnormalities (constipation) and anxiety-like behavior.

Whole transcriptome analysis of mPFC revealed that *R. flavefaciens* treatment induced an increase of genes involved in mitochondrial oxidative phosphorylation, specially pointing to subunits of complex I and MRPLs. Impairment of mitochondrial electron transport chain has already been implicated in etiology of mood disorders, although the evidence regarding the directionality of expression changes are mixed^77–79^. Also, it is shown that antidepressants can influence mitochondrial electron transport chain activity, and although their effects are still not clear, they suggest their importance for antidepressant therapeutical actions^80,81^. A potential mechanism how *R. flavefaciens* could affect mitochondrial energy metabolism is by affecting the fermentation of carbohydrates and subsequent production of short-chain fatty acids, that were shown to interfere with oxidative phosphorylation^76,82,83^.

Further, *R. flavefaciens* down-regulated genes involved in synaptic signaling and neurogenesis, including genes encoding ionotropic glutamate receptor subunits and a PKA subunit. Indeed, impaired neuroplasticity in depression is well documented, and antidepressant treatment can often rescue deficits in neuroplasticity^17,84^. Specifically, there are accumulating evidences indicating the importance of glutamatergic synapse dysfunction in etiology of depression, including decreased expression and binding of AMPA and NMDA receptor subunits^85–87^. Additionally, regulation of glutamate receptor function have been shown to be implicated antidepressant effects as well^88^. Likewise, diminished expression of PKA subunits, and PKA activity, has been reported in patients with depression, while efficient antidepressant treatment has been related to increased PKA activity^89–91^.

There may be a connection between *R. flavefaciens* effects on mitochondrial processes and synaptic signaling. Namely, ATP is fundamental for numerous neuronal process, involved in proper synaptic functioning and plasticity^92,93^. However, electron transport chain is also a main source of reactive oxygen species generation that could be detrimental for neurons^94,95^. This may explain the association between increased expression of mitochondrial related genes and decreased neuroplasticity genes in animals treated with *R. flavefaciens*.

It was surprising that DEA identified only one gene affected by duloxetine treatment, namely *Adrb1* norepinephrine receptor. However, WGCNA revealed several networks, already well-known to be affected by antidepressant treatments, such as glucocorticoid receptor and MAPK signaling^89,96–98^, as well as mRNA processing and protein ubiquitination.

Duloxetine and *R. flavefaciens* exhibited different effects on gene transcription networks in the brain. This is not surprising, considering that antidepressants produce a wide spectrum of actions directly in brain, apart from their activity on the microbiota. However, it is plausible that the gene expression changes in synaptic and mitochondrial genes, induced by *R. flavefaciens*, may contribute to attenuation of the antidepressant properties by modifying neuronal functions, and making them less reactive to the properties of antidepressants. Therefore, dysregulated mitochondrial function, along with decreased neuroplasticity in mPFC could contribute to *R. flavefaciens* attenuation of antidepressant effects on depressive-like behavior.

Finally, we showed that *R. flavefaciens* treatment reduced levels of serotonin and noradrenaline in mPFC, which could mediate abolishment of antidepressive effects by the bacteria and observed changes in transcriptome. Although we did not find any changes of serotonin and noradrenaline after duloxetine treatment, it could be that these changes were transient, and at the end of chronic treatment (25-26^th^ day) they could not been observed anymore^99–101^. In addition, it is possible that duloxetine only affected levels of these neurotransmitters in the synaptic cleft, but not total levels in the tissue, which we examined. While the mechanism of the *R. flavefaciens* effect is not clear, this finding suggests that modulation of monoamine neurotransmitters may partly explain the effect of *R. flavefaciens* on depressive-like behavior.

There are several limitations in this study which should be kept in mind to properly interpret their results, as well as to plan for future studies. First, this study was only performed on male mice, and it would be of further interest to expand these studies in female mice. Secondly, the animals used in this study were not subjected to a stress protocol. While the BALB/C model is used as a depressive-like mouse model, which responds to antidepressant treatment, it is true that depression is often triggered by trauma or stressful events, which were not imitated in this current study. Third, it is also important to point out that the observed microbial changes are attained after chronic treatment with antidepressants (21 day treatment). While in humans an approximately 21 day antidepressant treatment is usually needed before seeing behavioral effects, acute treatment in mice is adequate to see immediate behavioral effects. Therefore, acute effects of antidepressants in mice are likely not due to the microbial changes we have observed. Further studies would be necessary to understand the effect of microbiome on the acute effects of antidepressants on behavior in mice.

Although at the present moment, it seems harder to therapeutically achieve bacterial depletion, than to replenish them, it is likely that improved understanding of factors that reduce or stimulate growth of certain bacteria can give promise as an option to enhance antidepressant therapeutical effects through modulating gut microbiota. For example, prebiotics, as fructo-oligosaccharides and galacto-oligosaccharides, decrease *Ruminococcus*, among other gut bacterial changes, and therefore their joined administration with antidepressants to resistant individuals could provide a potential way to achieve favorable gut microbiota balance that would lead to alleviation of depression.

In conclusion, our results provide evidence for antidepressant effects on gut microbiota. Specially, the study reveals the importance of decreasing *R. flavefaciens* for antidepressants to achieve their therapeutical effects, i.e., to reduce depressive behavior. The mechanism of these bacterial actions may involve impairment of mitochondrial oxidative phosphorylation and neural plasticity in mPFC.

## Supplementary information

Supplementary Figures and Methods

# Supplementary material for: Antidepressants affect gut microbiota and Ruminococcus flavefaciens is able to abolish their effects on depressive-like behavior
**Source:** Transl Psychiatry. 2019 Apr 9;9:133. doi: 10.1038/s41398-019-0466-x
**Supplement:** Supplementary file 1 — Supplementary Figures and Methods

**Antidepressants affect gut microbiota and *Ruminococcus flavefaciens* is able to abolish their effects on depressive-like behavior**

Supplemental Information

**Supplemental methods and materials**

**Behavioral testing**

***Tail suspension test (TST).*** Mice were suspended by their tail for six minutes, with the tape applied about 1cm distance from the tip of their tail, under low light conditions (25 lux). Behavior other than vigorous trying to escape was scored as immobility, and considered as indicator of depressive-like behavior (small movements with only front legs as well as swinging were not considered as mobility) 1. The maze was cleaned with 10% alcohol after testing of each mouse. All testing was recorded by a video camera, and scoring was done manually.

***Forced swim test (FST).*** We used modified forced swim test procedure with pre-test 24 h before the test day 2. Both pre-test and test lasted 6 minutes and were conducted in plastic buckets 21 cm in diameter and filled with 24±1oC water 15 cm from the bottom, under low light conditions (25 lux). After testing, mice were dried, and then returned to their home cages. Immobility, defined as absence of active swimming with all four paws and tail moving, was scored during all six minutes on the test day as sign of depression-like behavior 2,3. All experimentation was recorded by a video camera, and scoring was done manually. The test was preformed two days after tail suspension test.

***Sucrose preference test (SPT).*** Sucrose preference test was used to assess anhedonia in mice. During this test, mice were single-housed, and presented with 2 pippets to choose freely: one containing drinking water and the other one 2% sucrose solution. The position of pippets was switched every 12 hours to eliminate side preference as a confounder. The test lasted two days, with first 24 hours considered as habituation, while the next 24 hours were considered as test day. During that time consumption of water and sucrose solution was measured and sucrose preference was calculated as a percentage of the volume of sucrose solution intake divided by the volume of total fluid intake. Sucrose preference was performed six days after forced swim tests.

***Open field test.*** A mouse was gently placed in the corner of the arena (50 x 50 cm, illuminated by 120 lux) and recorded during 10 min by video-computerized tracking system Ethovision. The total distance traveled was used as an index of locomotor activity. Also, faecal output was recorded during the test, as a number of produced stool pellets at the end of the test 4,5.

***Rotarod.*** Mice were placed at on rotating rods of rotarod apparatus, facing away from direction of rotation. Rotarod started with a speed of 4 rpm, and accelerated to 40 rpm in 5 min time. The time at which mouse fell was recorded and expressed as percentage of maximum time (5 min). All mice preformed rotarod test twice.

**Stool collection, DNA extraction and sequencing of 16s rRNA gene**

After DNA isolation, the V4 region of bacterial 16S rRNA gene was PCR-amplified using the 515F and 806R primers6. Forward primers included unique 12-base barcodes in order to tag PCR products from different samples. PCR reaction consisted of PrimeSTAR Max Premix 1x (Takara Bio), 0.4 μM of each primer and 30-100 ng DNA template. Reaction conditions were as following: initial denaturing step for 3 min at 95oC, followed by 30 cycles of 10 s at 95oC, 5 s at 55oC and 5 s at 72oC. PCR reactions were performed in duplicates for each sample, pooled and purified with Agencourt AMPure XP kit (Beckman Coulter). Purified PCR products were quantified using a Qubit dsDNA HS assay kit (Life Technologies) and 50 ng of each sample was pooled for further sequencing on the Illumina MiSeq platform.

**Bioinformatic analyses of 16S rRNA gene sequences**

The data from 16s rRNA sequencing were analyzed by QIIME 1 pipeline 7. After joining reverse and forward reads, quality filtering and chimera checking (by USEARCH61) 8, open-reference picking operational taxonomic units (OTUs) was done at 97% similarity, followed by taxonomical classification using the Greengenes reference database 9. OTUs that were not present in at least one group in more than 50% of samples were filtered out. To normalize sequence counts across samples, 41.600 sequences were randomly selected per sample (rarefaction) for diversity analyses and for comparing abundances of OTUs across samples. For phylogenetic tree-based analyses, representative sequences of each OTU were aligned using PyNAST 10 and a phylogenetic tree was constructed using FastTree 11.

**PCR conformation of the bacteria in the stool**

The presence of *R. flavefaciens* 17 and *A. equolifaciens* FJC-B9 in the stool samples of treated mice was confirmed by PCR. PCR was performed as described in the methods section in the manuscript, using PrimeSTAR Max Premix 1x, 0.4 μM of appropriate primers and 10-100 ng of template DNA, and the same PCR reaction conditions stated in the main manuscript. The primer sequences can be found in Supplementary table S1. The products were visualized using 2% agarose gel electrophoresis and ethidium bromide.

**Bioinformatic analyses of mRNA sequencing**

After mRNA sequencing, gene count normalization (10 million sequencies per sample) as well as differential expression analysis were done using 'DESeq2' R package. Significant differential expression was considered according to a threshold of 0.05 on Benjamini and Hochberg FDR adjusted *p* values.

In weighted gene correlation network analysis (WGCNA)12, Pearosn's correlations between gene expression data were used to build a signed network. A soft threshold of 7 was used for creating the adjacency matrix, chosen according to scale-free topology criterion. Next, Topological Overlap Matrix (TOM)-based dissimilarity measure was used for constructing dendogram of the network, and single modules, corresponding to dendogram branches, were defined using Dynamic Tree Cut algorithm. All modules, that essentially represent clusters of highly interconnected genes, were given a color. The module eigengene (ME) was calculated for every sample in each module. ME values correspond to the first principal component of the particular module and can be considered as a representative of expression profiles of genes from that module. To evaluate module-trait associations, the ME values of samples from each module were correlated to applied treatments. Also, WGCNA defines the module membership (MM) for each gene, which represents the correlation between its expression levels and the ME values across all samples. For those modules that showed significant correlation with *R. flavefaciens* treatment, additionally, we evaluated association between MM and gene-trait relationship. In our case, gene-trait relationship represented the correlation between the expression levels of genes from the particular module with presence/absence of *R. flavefaciens* treatment.

For protein-protein interaction (PPI) network analysis, the desired sets of genes were firstly loaded into the STRING database, where we searched for high confidence protein interactions (0.7). Further network analyses were performed with Cytoscape (version 3.2.1). A network topology was based on the confidence scores calculated by STRING. After obtaining an initial network of desired set of genes, we used the Cytoscape MCODE v1.5 application to locate protein clusters of highly interconnected regions within the initial network that belongs to the same biological pathway. Network characteristics such as degree centrality (i.e. measure of node interactions with other nodes in the network) and betweenness centrality (i.e. measure of shortest paths that rely on that given node within the network) were obtained and used to locate important nodes in the network.

**Supplemental figures**

**
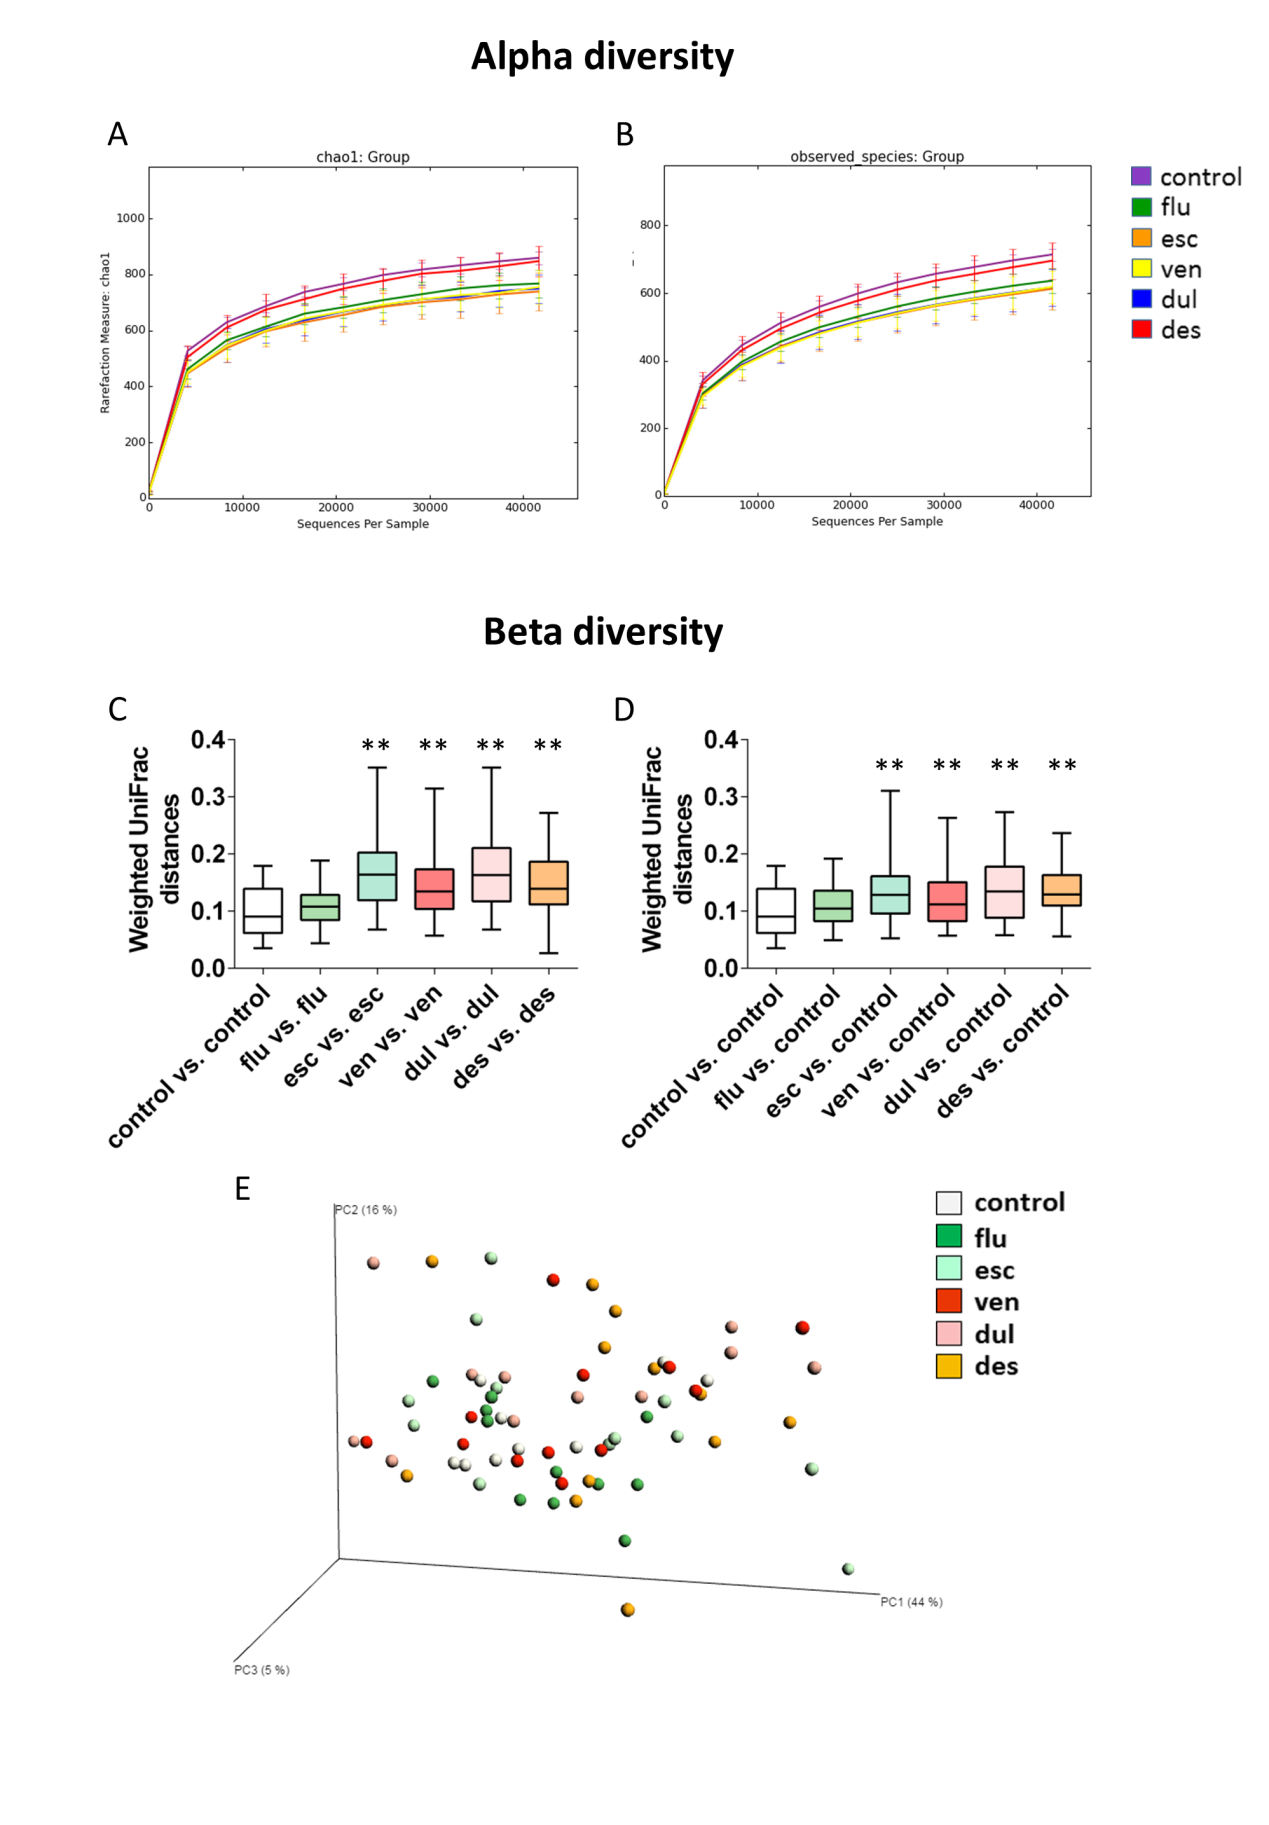
**

**Figure S1.**

**(A, B)** Measures of alpha diversity. Chao1 (A) and number of observed species (B) rarefaction curves representing the reduction in richness of gut microbiota in all antidepressant treated mice except desipramine, relative to controls.

**)C-E)** Measures of beta diversity estimated by Weighted UniFrac distances of microbial communities of antidepressant treated mice in comparison to control samples. Weighted UniFrac-based PCoA plot that visualizes microbial communities of all antidepressant treated and control mice (the percentage of variation explained by the principal coordinates is indicated on the axes) (E). ** p<0.01, FDR corrected, nonparametric t-tests with 999 Monte Carlo permutatins, in comparison to control group; n=9 (control), n=11 (flu), n=12 (esc), n=12 (ven), n=11 (dul), n=12 (des), animals per group; data represent mean ± SEM.

Abbreviations: fluoxetine (flu), escitalopram (esc), venlafaxine (ven), duloxetine (dul) and desipramine (des).

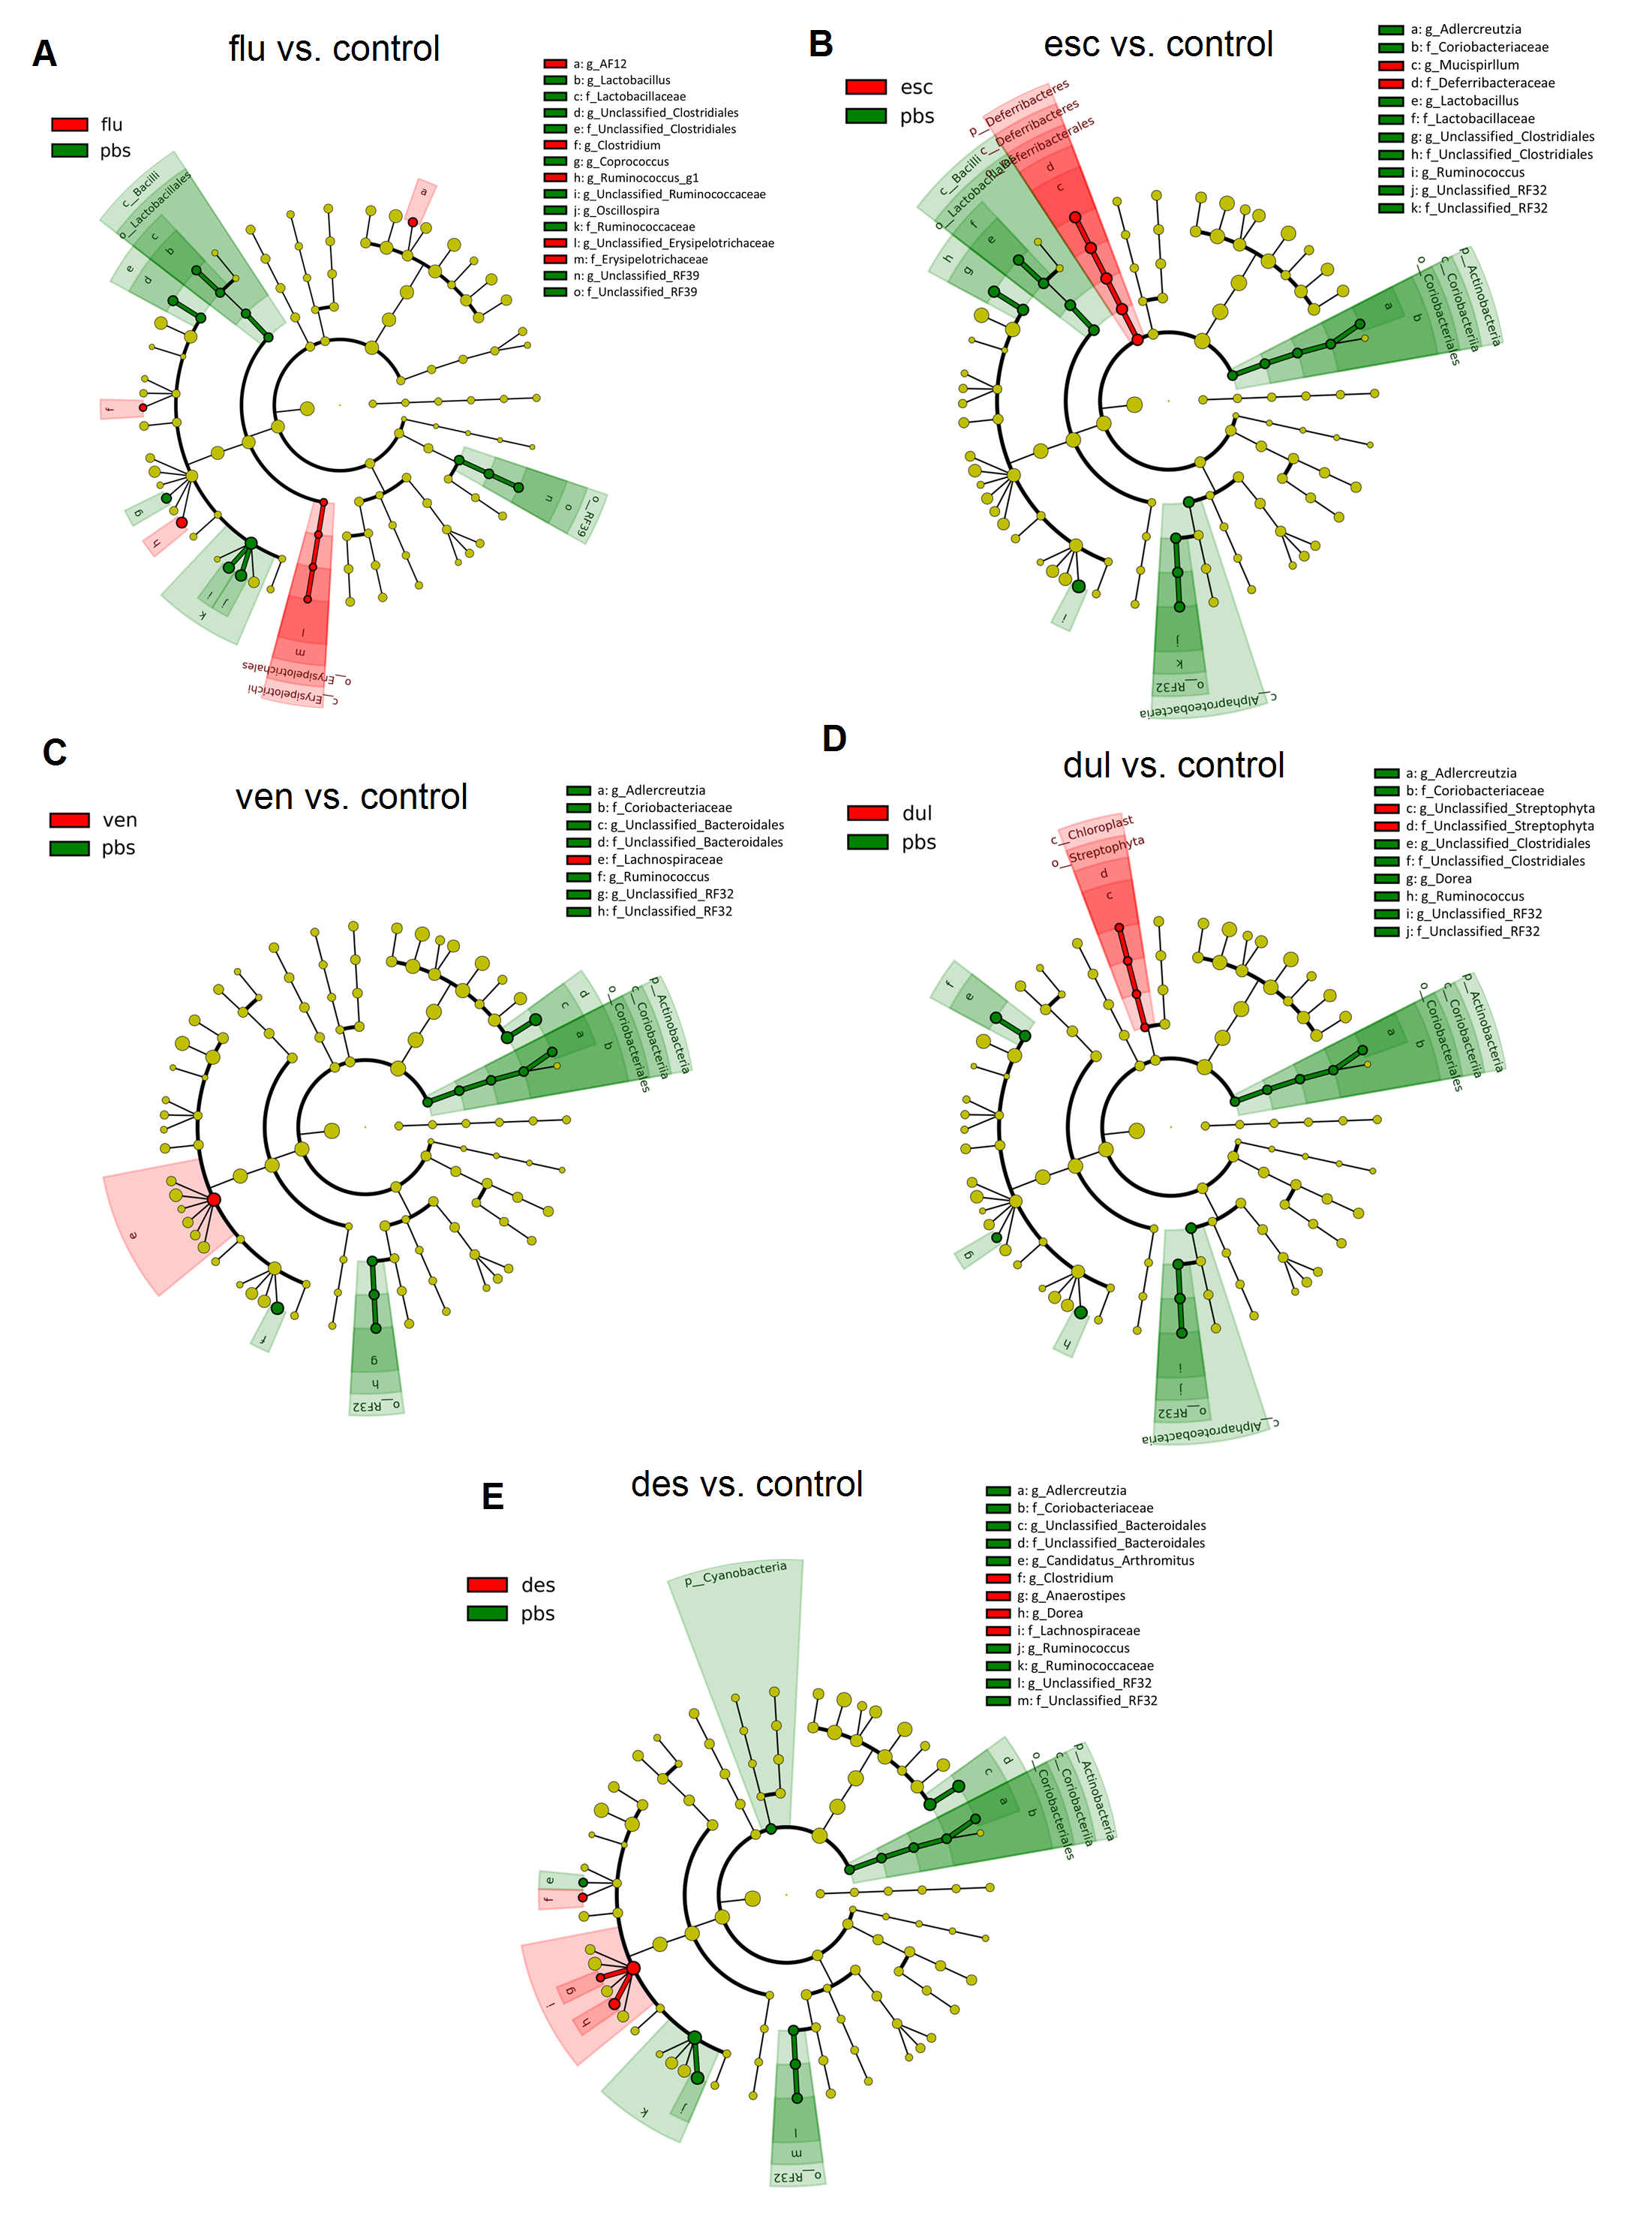

**Figure S2**.

Taxonomic cladograms represent bacterial taxa differently abundant in stool samples of each of antidepressant treated groups compared to controls in pairwise fashion.

Cladograms show differences between control and fluoxetine (A), control and escitalopram (B), control and venlafaxine (C), control and duloxetine (D), and control and desipramine (E). RED - bacterial taxa more abundant in antidepressant treated mice, and GREEN - bacterial taxa more abundant in control mice (LEfSe, p<0.05, LDA>2). *Ruminococcus* and *Adlercreutzia*, among others, were decreased in pairwise tests between control and escitalopram (B), venlafaxine (C), duloxetine (D), and desipramine (E). n=9 (control), n=11 (flu), n=12 (esc), n=12 (ven), n=11 (dul), n=12 (des), animals per group.

Abbreviations: fluoxetine (flu), escitalopram (esc), venlafaxine (ven), duloxetine (dul) and desipramine (des).

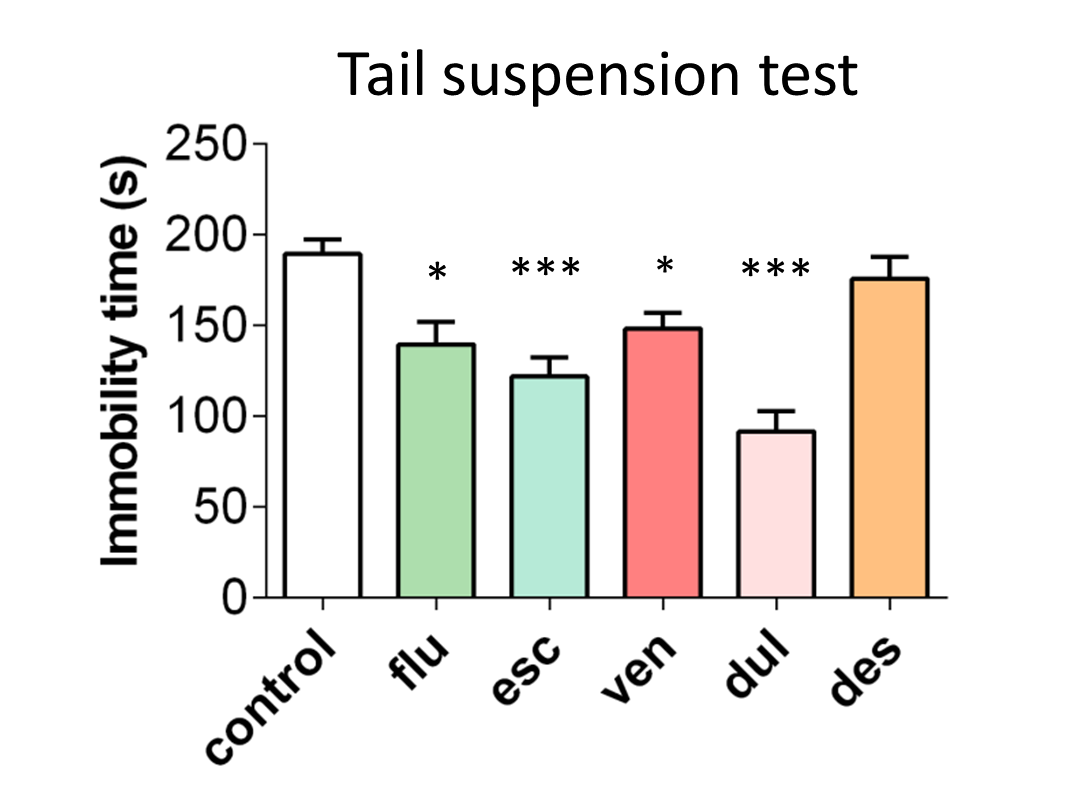

**Figure S3.**

All antidepressants, except desipramine, reduced depressive-like behavior in tail suspension test (one-way ANOVA: F=11.70, p<0.001).

* p<0.05, ** p<0.01, *** p<0.001, Dunnett’s post hoc test, in comparison to control group; n=14 (control), n=11 (flu), n=12 (esc), n=12 (ven), n=12 (dul), n=12 (des), animals per group; data represent mean ± SEM.

Abbreviations: fluoxetine (flu), escitalopram (esc), venlafaxine (ven), duloxetine (dul) and desipramine (des).

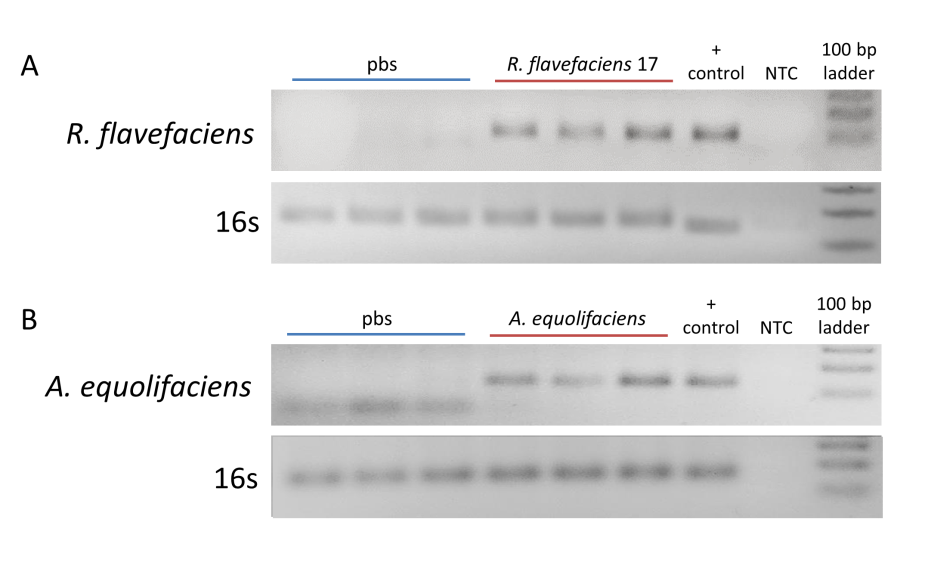

**Figure S4.** The presents of *R. flavefaciens* 17 and *A. equolifaciens* FJC-B9 in the feces of treated mice confirmed by PCR and 2% agarose gel electrophoresis.

**(A, B)** Upper pictures show PCR products specific for the bacteria given by gavage (*R. flavefaciens* 17 (A) or *A. equolifaciens* FJC-B9 (B)), while down pictures show PCR products of 16s RNA gene, as positive control for each of the samples. The samples on the gels are at the following order: 3 control samples gavaged with pbs, 3 samples gavaged with bacteria (*R. flavefaciens* 17 (A) or *A. equolifaciens* FJC-B9 (B)), sample of corresponding bacterial culture as a positive control (+ control), and sample of no template control (NTC). n = 3 randomly chosen animals per group.

**
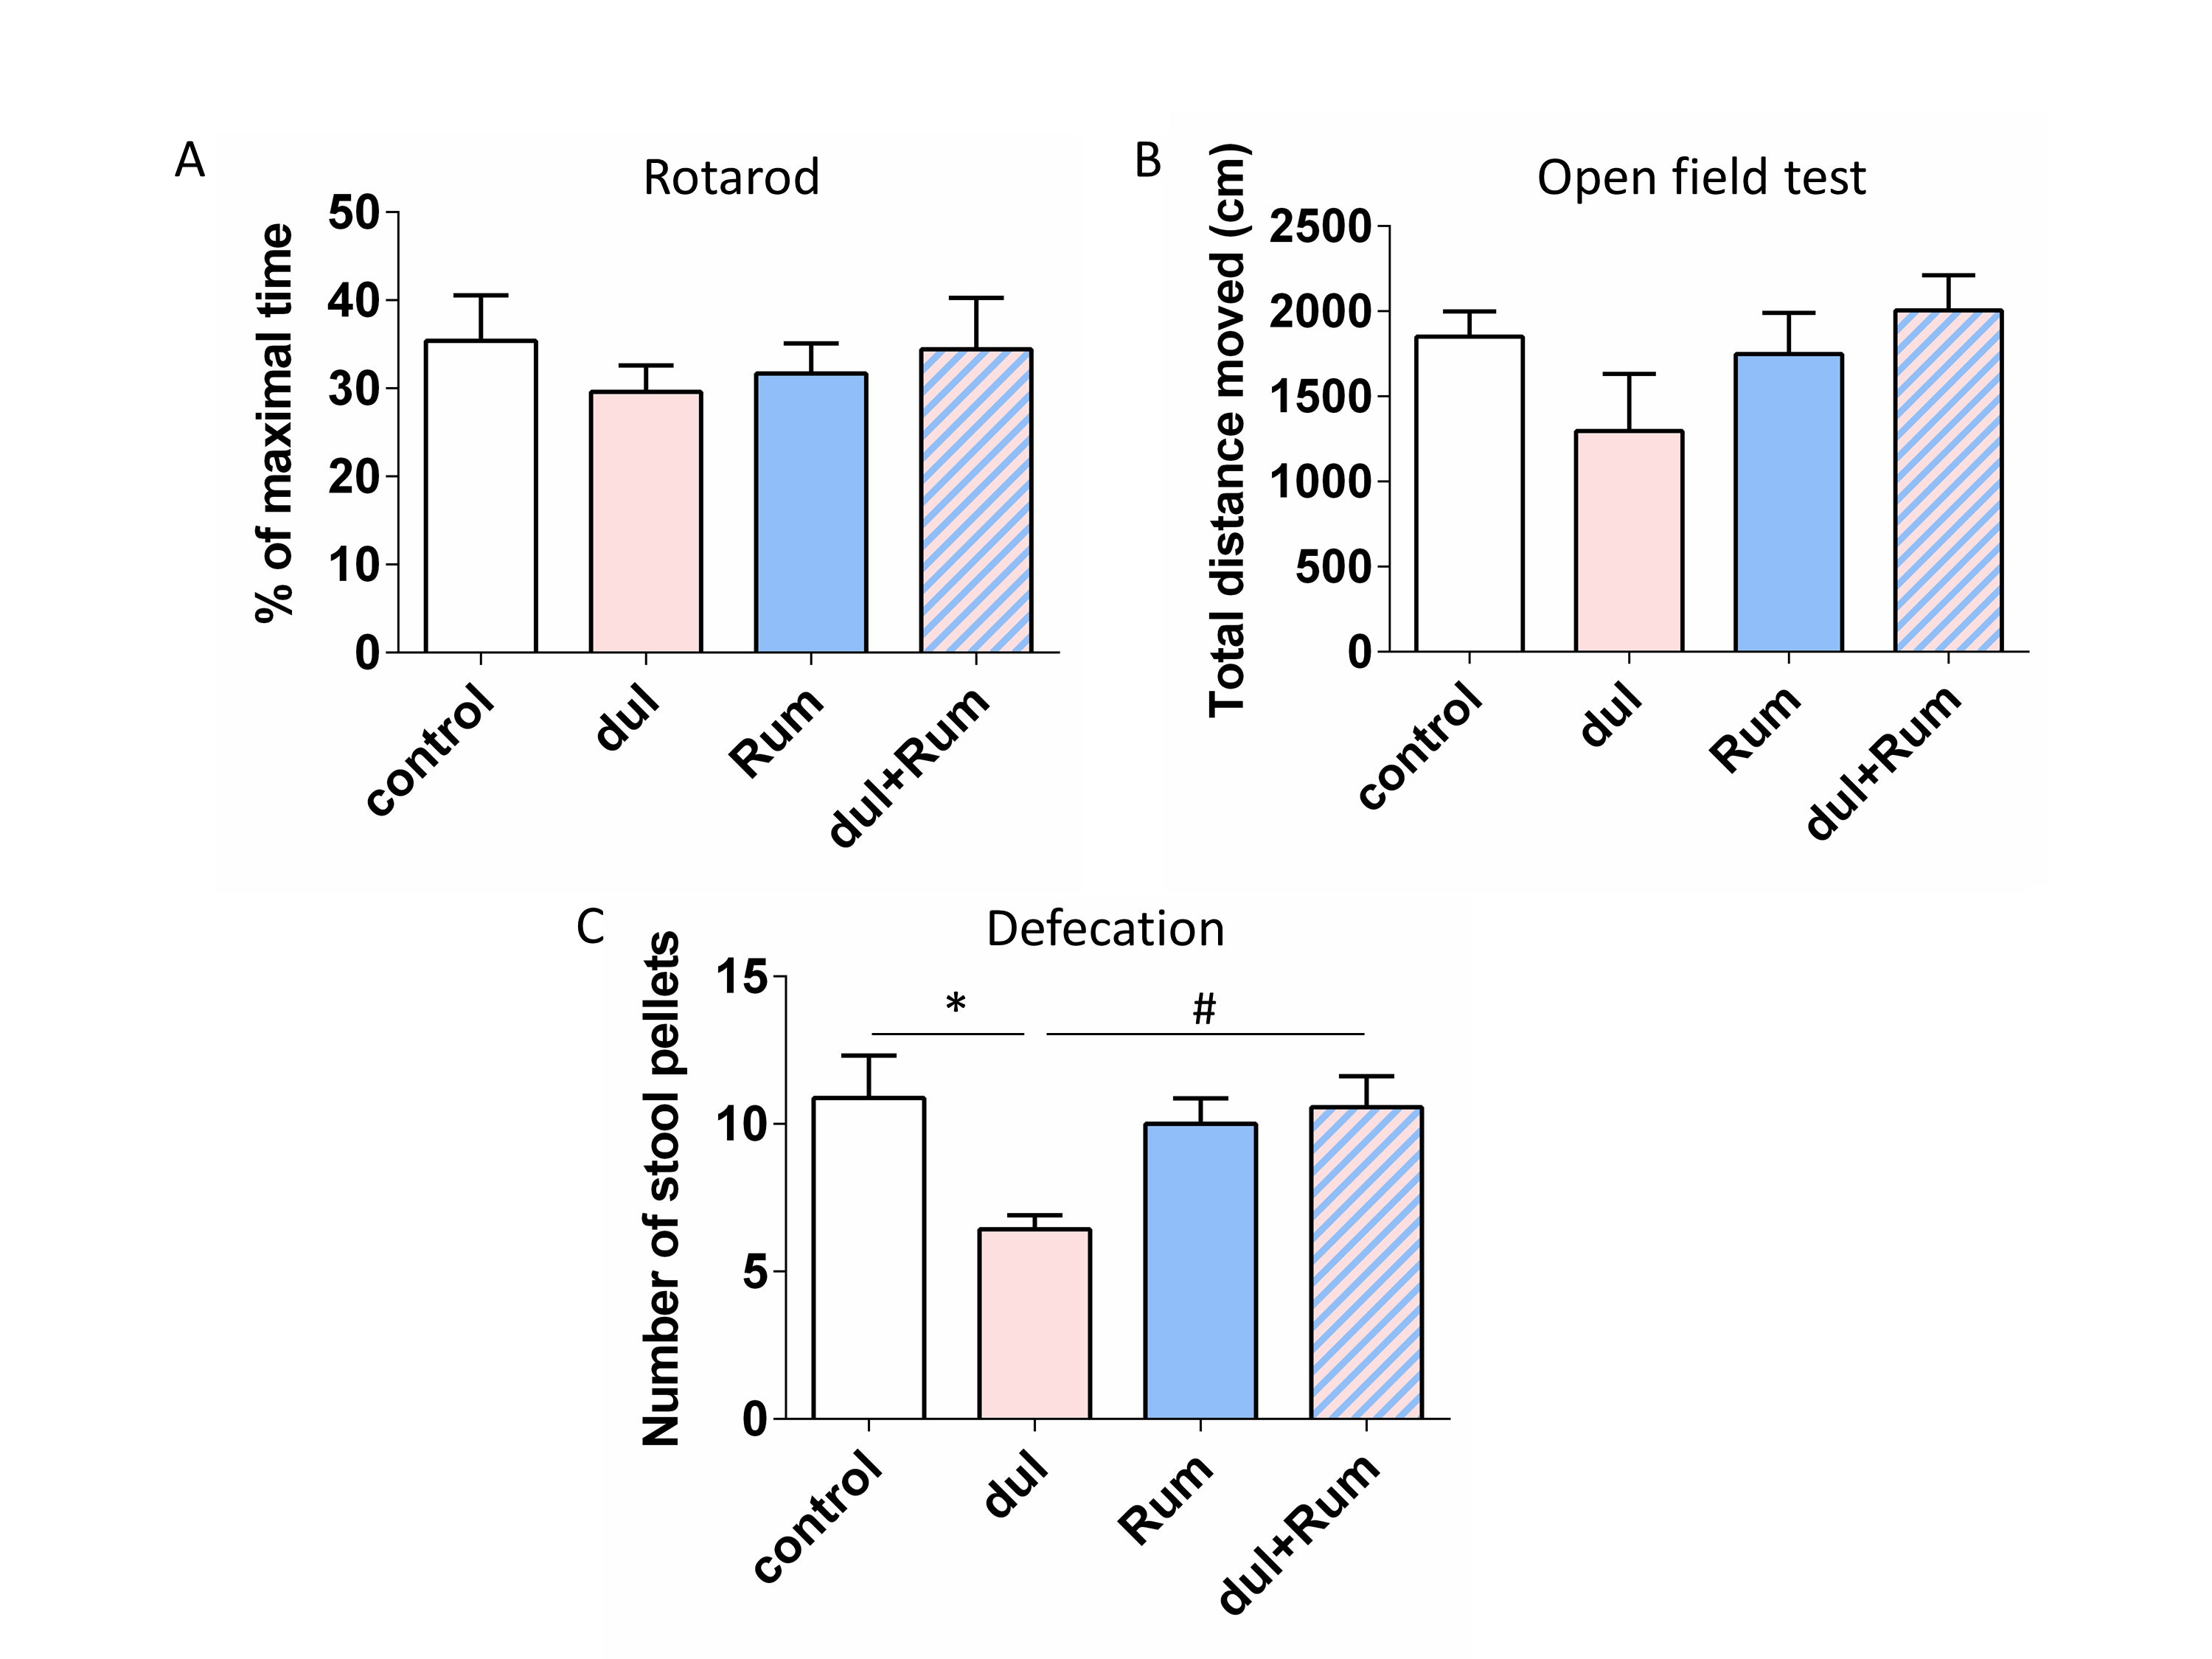
Figure S5**. Effects of duloxetine and *R.flavefaciens* on locomotion and gastrointestinal health.

(A, B) Locomotion was evaluated by time to fall in rotarod test and total distance moved in open field test. In open field test, two-way ANOVA showed effect of *R.flavefaciens* (F=5.41, p<0.05) and effect of duloxetine and *R.flavefaciens* interaction (F=8.13, p<0.01). No differences were detected between groups.

(C) Defecation was evaluated during open field test. Two-way ANOVA showed tendency of duloxetine effect (F=3.4, p=0.08) and effect of duloxetine and *R.flavefaciens* interaction (F=5.70, p<0.05).

n=8 (control), n=8 (dul), n=8 Rum), n=7 (dul+Rum), animals per group.

# 1>p>0.05, * p<0.05, post hoc Tukey’s test; data are represented as mean ± SEM.

Abbreviations: duloxetine (dul) and *R. flavefaciens* (Rum).

**
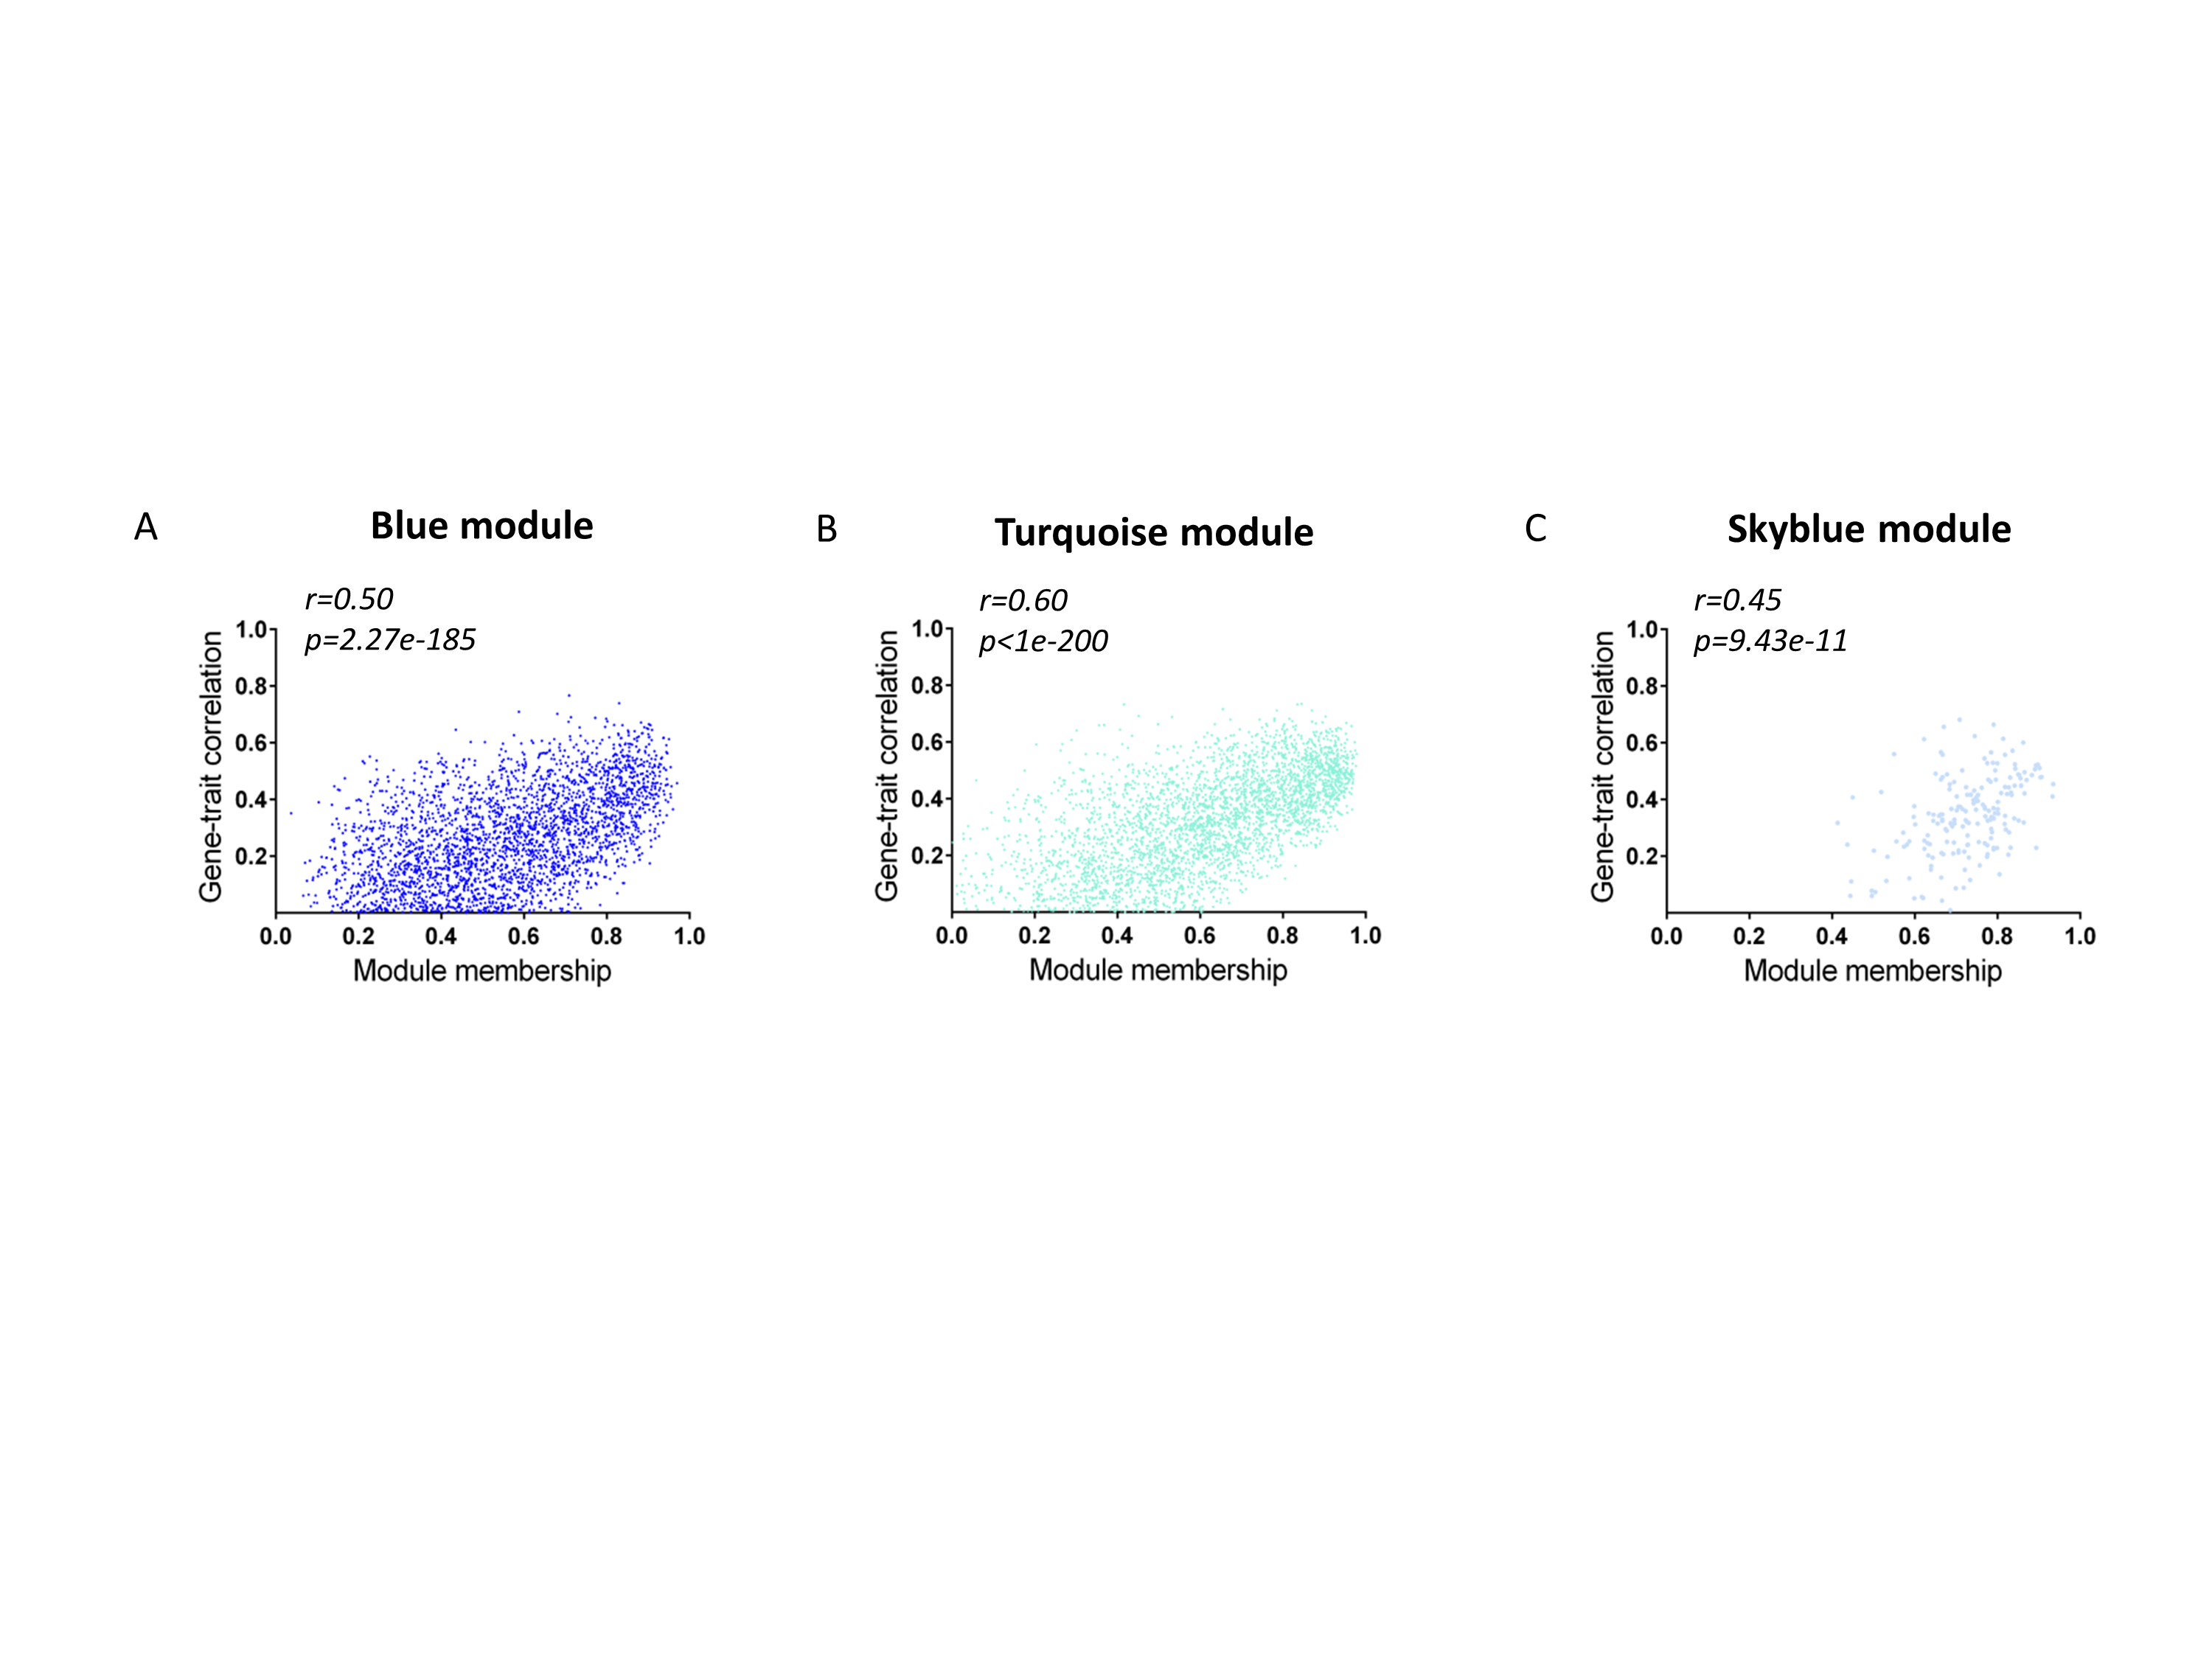
**

**Figure S6.** Scatter plots represent gene-trait correlations with module membership (MM) for blue (A), turquoise (B) and skyblue (C) modules, as conformation of *R. flavefaciens* effects. Correlation coefficients (Pearson’s r correlation) and corresponding *p* values are indicated on the each plot.

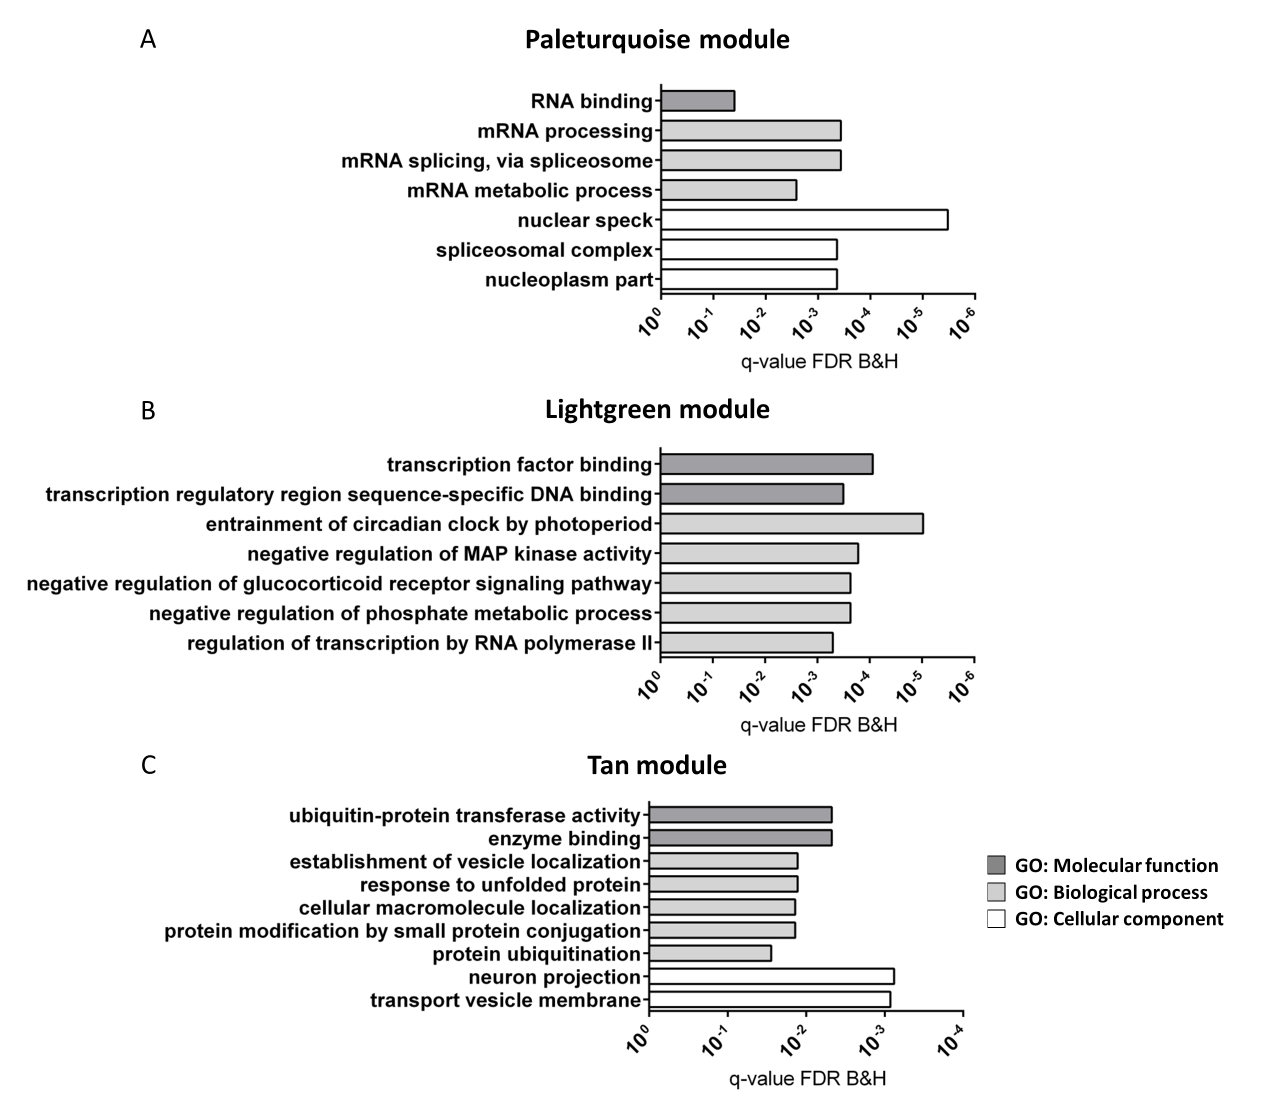

**Figure S7.** Gene ontology (GO) analysis of WGCNA modules significantly related to duloxetine treatment.

)A) GO enrichment analyses of genes in paleturquoise module with module membership (MM) > 0.7.

)B) GO enrichment analyses of genes in lightgreen module with MM > 0.7.

)C) GO enrichment analyses of genes in tan module, with MM > 0.7.

Bars representing GO terms show Benjamini and Hochberg FDR adjusted *p* values.

**
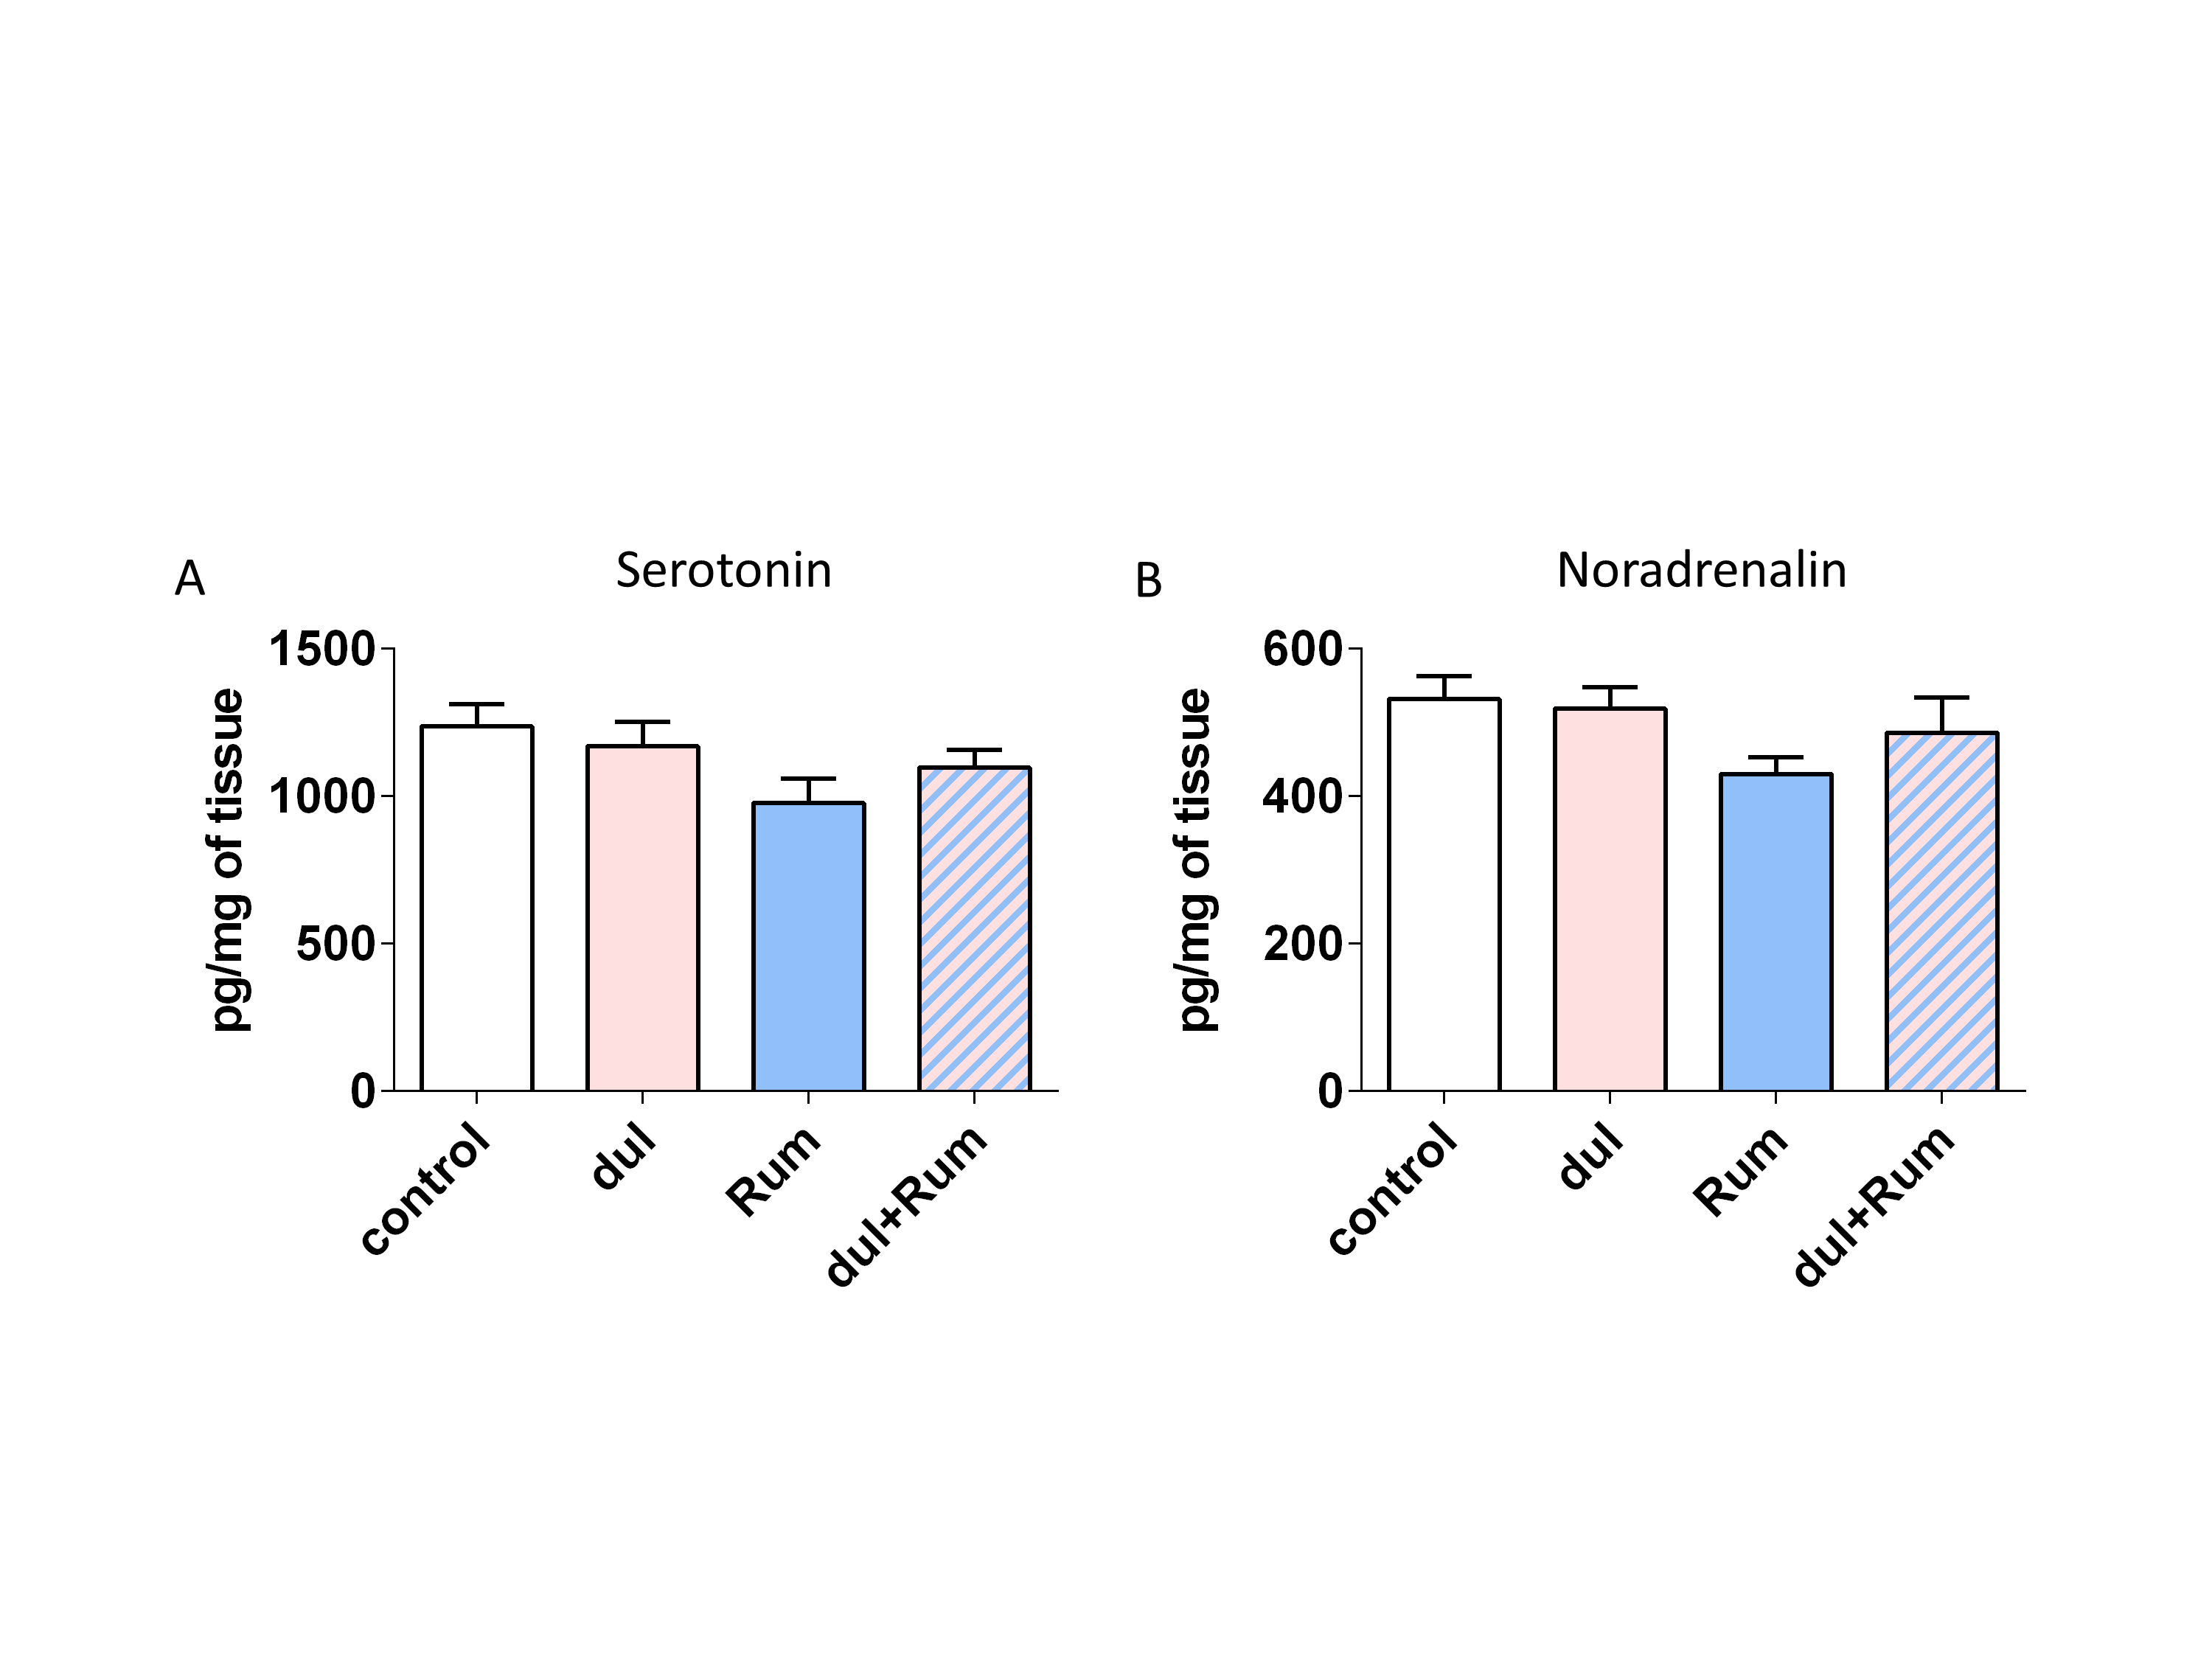
Figure S8**. Effects of duloxetine and *R.flavefaciens* on serotonin and noradrenalin levels in mPFC.

(A) *R. flavefaciens* treatment reduced serotonin levels (two-way ANOVA: FRum = 4.61, p<0.05).

(B) *R. flavefaciens* treatment showed tendency for reduction of noradrenalin levels, (two-way ANOVA: FRum=3.85, p=0.06).

Data are expressed as picograms of neurotransmitters per mg of tissue. n=8 (control), n=8 (dul), n=8 Rum), n=7 (dul+Rum), animals per group. p=0.1, post hoc Tukey’s test; data are represented as mean ± SEM.

Abbreviations: duloxetine (dul) and *R. flavefaciens* (Rum).

**Supplementary tables**

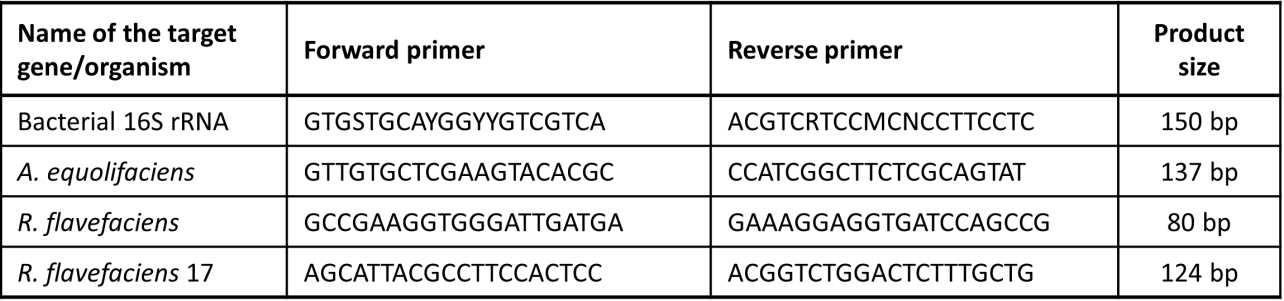

**Table S1.** Sequences of primers used in the study.

**REFERENCES:**

1 Can A, Dao DT, Terrillion CE, Piantadosi SC, Bhat S, Gould TD. The Tail Suspension Test. *J Vis Exp* 2011; : e3769–e3769.

2 Dulawa SC, Holick KA, Gundersen B, Hen R. Effects of Chronic Fluoxetine in Animal Models of Anxiety and Depression. *Neuropsychopharmacology* 2004; **29**: 1321–1330.

3 Can A, Dao DT, Arad M, Terrillion CE, Piantadosi SC, Gould TD. The Mouse Forced Swim Test. *J Vis Exp* 2011; : e3638–e3638.

4 Baek I-S, Park J-Y, Han P-L. Chronic Antidepressant Treatment in Normal Mice Induces Anxiety and Impairs Stress-coping Ability. *Exp Neurobiol* 2015; **24**: 156.

5 Davey KJ, Cotter PD, O’Sullivan O, Crispie F, Dinan TG, Cryan JF *et al.* Antipsychotics and the gut microbiome: olanzapine-induced metabolic dysfunction is attenuated by antibiotic administration in the rat. *Transl Psychiatry* 2013; **3**: e309.

6 http://www.earthmicrobiome.org/.

7 Caporaso JG, Kuczynski J, Stombaugh J, Bittinger K, Bushman FD, Costello EK *et al.* QIIME allows analysis of high-throughput community sequencing data. *Nat Methods* 2010; **7**: 335–336.

8 Edgar RC, Haas BJ, Clemente JC, Quince C, Knight R. UCHIME improves sensitivity and speed of chimera detection. *Bioinformatics* 2011; **27**: 2194–2200.

9 McDonald D, Price MN, Goodrich J, Nawrocki EP, DeSantis TZ, Probst A *et al.* An improved Greengenes taxonomy with explicit ranks for ecological and evolutionary analyses of bacteria and archaea. *ISME J* 2012; **6**: 610–8.

10 Caporaso JG, Bittinger K, Bushman FD, DeSantis TZ, Andersen GL, Knight R. PyNAST: a flexible tool for aligning sequences to a template alignment. *Bioinformatics* 2010; **26**: 266–267.

11 Price MN, Dehal PS, Arkin AP. FastTree: Computing Large Minimum Evolution Trees with Profiles instead of a Distance Matrix. *Mol Biol Evol* 2009; **26**: 1641–1650.

12 Langfelder P, Horvath S. WGCNA: an R package for weighted correlation network analysis. *BMC Bioinformatics* 2008; **9**: 559.

How the deposited data were processed for this re-analysis (not part of the article)

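The study measured gene expression in the medial prefrontal cortex of 24 mice, 6 controls, given PBS according to the methods, 6 given duloxetine, 6 given *R. flavefaciens* and 6 given both. According to the methods, the authors sequenced poly(A) RNA, checked the reads with FastQC and mapped them with Tophat2 to GRCm38.p5. According to the supplement, they normalized the gene counts with DESeq2 and also tested differential expression with it. The deposited signal values are these normalized counts, that is, gene counts divided by 1 size factor per mouse, as the authors made them. The table holds 15456 genes and 1 column per mouse, and no column was left out. Its smallest gene mean is 4.73, and the filter that left these genes is not stated. Each column was checked for a step of which its values are whole multiples. Of 370875 non-zero values 99.997 percent were whole multiples within a tolerance of 0.0051, and 69 values were 0. The sums of recovered reads, with a median of 14455107 per mouse, stand for depth. The supplement also speaks of normalization to a fixed number of sequences per sample, which the sums of the columns do not show.

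Gene positions and transcript lengths came from GENCODE vM21, which is built on GRCm38. Of the genes in the table, 15438 had their ID there and 14285 the same position. The symbol of 18 gene entries stands for more than 1 entry, and genes were therefore handled by ID. Pairs of mice within a group differed by more than counting error, with a chi-square per degree of freedom from 2.07 to 25.8 over 60 pairs, so every test used the spread between mice.

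Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(value + 1), with a trended prior, for genes with a mean of at least 10 normalized counts. All 4 groups entered 1 fit, with 5 comparisons of single groups, the interaction and the main effect of each treatment. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method within each comparison, and the threshold was 0.05. Gene sets were tested with camera, at a preset correlation of 0.01, adjusted over 120 tests of 15 sets and 8 comparisons, with fry, and with camera at an estimated correlation. Per-mouse set scores were compared by exact permutation tests over all 924 groupings of 12 mice into 6 and 6, with 0.00216 as the smallest possible p-value, adjusted over 75 tests. Enrichment among DEGs was tested with Fisher's exact test, one-sided. The rule for genes named in the text takes genes that the RNA-seq results of the paper name, the 3 higher and 3 lower genes with the smallest p-values past the threshold for *R. flavefaciens* and for both treatments against control (2 and 2 where no more passed), and the gene with the smallest p-value of each other comparison.

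The network was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Tree heights from 0.5 to 0.995 in steps of 0.005 were tried, and the one that gave the most clusters of at least 30 genes was used. Standard errors of correlations with treatment came from a jackknife over 24 mice.

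The tests were checked on simulated data of the same size. With 200 changed genes, whose median log2 fold change was 0.99 or -1.01, limma called 87.5 percent of them, DESeq2 1.42.0 88.5 percent with 18 unchanged genes, and edgeR 4.0.16 87.5 percent with 5 unchanged genes. In a comparison without changed genes limma called 0. A set shifted by 0.2 on the log2 scale was found at 0.21, and 0 of 14 other sets were called. The simulated genes varied independently, so this check says nothing about false calls that correlation between genes brings. In random splits of the real mice for *R. flavefaciens* against control, camera called a median of 8 of 15 sets. In a simulated network of 400 genes, 3 of 3 modules were recovered apart, but 139 of 160 unrelated genes were placed in a module.

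The gene sets followed what the paper reported from these same mice. The tests, gene sets, marker lists and 119 combinations of result and alternative were set before the data were examined here, and 2 alternatives were added after. The alternatives of that set were a pseudocount of 0.1, no filter, a minimum mean of 50, a fit of only the groups compared, quantile normalization, rescaling to the 75th percentile, a random block for mice with the same first label number, removal of a loess trend on transcript length (span 0.3), DESeq2 and edgeR on recovered reads, an adjusted p-value under 0.1, leaving out each of the 24 mice, and for the network log2 values, clusters of at least 100 genes and the power 12. The 2 added ones were DESeq2 with only the groups compared and DESeq2 without a filter.

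To weigh technical explanations, 13 lists of marker genes were scored, for oligodendrocytes and white matter, astrocytes, microglia, endothelial cells and pericytes, choroid plexus, blood, striatum, excitatory neurons, inhibitory neurons, upper cortical layers, deep cortical layers, female sex and male sex. Relations between scores across the 24 mice were measured within groups, after the group means were taken off. Random splits of the mice were drawn 100 times for limma and for the sets, and 50 times for DESeq2. GO annotation, protein interactions and WGCNA were not used here.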

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

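The removal of mouse 9_3, the tests on depth, length and white matter for the duloxetine patterns, the relations across mice and the splits for sets and for DESeq2 were chosen only after the results were seen.

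Of 188 groups of 6 mice tested for a value far from the others, 9 had one, and 1 in 20 groups, or 9.4, would be past Dixon's critical value by chance. The gap to the nearest mouse, as a part of the range of the group, was 0.637 for the voltage-gated channel score, 0.645 for *Dync1h1*, 0.821 for *Olfr729* and 0.667 for *Cox8a*, all for *R. flavefaciens* treated mouse 9_3. For the eigengene of module 10 (63 genes) it was 0.673 for control mouse 2_3, 0.778 for *R. flavefaciens* treated mouse 8_4 and 0.697 for mouse 11_4, given both treatments. For module 12 (47 genes) it was 0.640 for mouse 11_3 and for module 13 (37 genes) 0.673 for mouse 12_4, both given both treatments. The number is what chance gives, but 4 of the 9 are the same mouse and these measures are correlated. Mouse 9_3 does not carry the difference in the respiratory chain sets alone. Without it, the complex I and III score still differed from control by 0.125 (exact permutation test, two-sided, p = 0.00649), the glutamate receptor score by -0.11 (exact permutation test, p = 0.00216) and the voltage-gated channel score by -0.090, against -0.16 with it (exact permutation test, p = 0.00433). Whether mouse 9_3 differs in biology or in its tissue was not tested.

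The interaction asks whether the effect of *R. flavefaciens* differs between mice with and without duloxetine. Camera called 8 of 15 sets, with median log2 values of -0.15 for complexes I and III, -0.10 for mitochondrial ribosomal proteins, -0.17 for nuclear complex IV subunits, -0.17 for ATP synthase, -0.16 for cytoplasmic ribosomal proteins, 0.091 for ionotropic glutamate receptors, 0.068 for cadherins and protocadherins and 0.11 for voltage-gated channels. The signs are opposite to those of the bacterium alone, so the effect was smaller with duloxetine. This rests on camera alone. Fry called 0 of 15 sets, with 2 at an unadjusted p-value under 0.05, and in 47 of 100 random splits of the mice camera called as many sets as in the real one. Of the tests for single genes, limma called 0 genes. It gave 1128 genes an unadjusted p-value under 0.05, and 22 of 100 splits gave as many. Chance is therefore not argued against, and a difference between the effects is not shown.

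The text and Fig. 4a do not report a comparison of mice given both treatments with mice given *R. flavefaciens* alone. limma called 334 genes there, 160 higher and 174 lower, of which *Ccng2* had the smallest p-value (log2 fold change -0.32, limma adjusted p = 0.00483). In 3 of 100 random splits, the real one included, limma called as many, and another split gave 2259. DESeq2 called 624, and 4 of 50 splits gave as many. edgeR called 327. The count depends on single mice, with 47 genes without mouse 11_3 and 577 without mouse 8_4, and with only the 2 groups in the fit it was 0, with 1998 genes at an unadjusted p-value under 0.05. By scaling, 203 of 309 genes were higher after upper-quartile rescaling. Chance is argued against by limma's splits and not by those of DESeq2. Both a drug effect and a difference in depth remain open for the single genes.

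Averaged over mice with and without the bacterium, the effect of duloxetine gave 154 genes, 74 higher and 80 lower, and 1 of 100 splits, the real one, gave as many. From 46 genes (without control mouse 3_1) to 260 (without mouse 12_4) were called when 1 mouse was left out. After upper-quartile rescaling 100 were higher and 47 lower, and after removal of the length trend 81 higher and 108 lower.

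In mice given duloxetine, the mRNAs encoded on the mitochondrial genome had a median log2 fold change of 0.25 against control. Their score was higher by 0.25 and all 6 mice lay above every control mouse (exact permutation test, two-sided, p = 0.00216, adjusted p = 0.0325). The limma adjusted p-value was 0.0632 with fry, and over 10 alternatives it ranged from 1.9e-25 to 0.287. The median log2 fold change ranged from 0.12 to 0.27 over the same alternatives. The tables argue against depth, since the slope on reads within groups gives -0.045 of the difference and 0.30 is left (exact permutation test, p = 0.00216), against gene length, since the difference was 0.23 after the length trend was removed, and against more white matter, which gives 0.011 and leaves 0.24 (exact permutation test, p = 0.00216). Mitochondrial transcripts took 5.04 ± 0.603 percent of the normalized counts (SD, n = 6) with duloxetine and 4.29 ± 0.187 (SD, n = 6) in the control. An effect of the drug, and a difference in RNA quality or in how transcripts of the mitochondrial genome were captured, were not tested and stay open.

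Activity-regulated and clock genes had a median log2 fold change of -0.30 with duloxetine against control, and their score differed by -0.31 in 6 mice against 6 (exact permutation test, two-sided, p = 0.013, adjusted p = 0.0609), which did not pass after adjustment. Depth gives 0.030 of the difference and leaves -0.35 (exact permutation test, p = 0.00866), the difference was -0.31 after removal of the length trend, and the score of excitatory neurons differed by 0.0013, which argues against a loss of these neurons. The hour at which the mice were killed, their handling and an effect of the drug were not tested and stay open. For duloxetine averaged over all mice, fry called both this set and the mRNAs of the mitochondrial genome (limma, adjusted p = 0.0212 for each; from 3.9e-18 to 0.287 over 9 alternatives for the mRNAs and from 1.1e-17 to 0.287 for this set), and 2 of 100 splits gave as many sets.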

How the results depend on the processing

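The 2 alternatives with DESeq2 on only the groups compared and without a filter were chosen after seeing the data. No paired analysis was possible because the label numbers differ between the groups and pair no mice across them.

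Counts of DEGs depended on the test and on single mice. For duloxetine against control, DESeq2 called 1 gene, 28 with only the groups compared and 1 without a filter. For *R. flavefaciens* against control the counts were 488, 57 and 486, for both treatments against control 217, 709 and 217, for both against duloxetine 1, 1 and 1, and for both against *R. flavefaciens* 624, 222 and 624. For the main effect of the bacterium DESeq2 called 441 genes, and 444 without a filter, and for that of duloxetine 321 and 328. edgeR on the same reads stayed near limma, with 0 genes for duloxetine against control, 4 for *R. flavefaciens* against control, 17 for both treatments against control, 0 for both against duloxetine, 327 for both against *R. flavefaciens*, 4 for the main effect of the bacterium and 140 for that of duloxetine.

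With limma on only the groups compared there were 0 DEGs for *R. flavefaciens* against control (2518 genes at an unadjusted p-value under 0.05), 196 for both treatments against control and 0 for both against *R. flavefaciens* (1998 genes). With mice of 1 first label number as a random block there were 221 for *R. flavefaciens* against control, 59 for both against control, 533 for both against *R. flavefaciens* and 255 for the main effect of duloxetine. The consensus correlation of such mice was -0.045, so the block corrected for no likeness of mice. For both treatments against control there were 30 with a minimum mean of 50, 24 (20 higher and 4 lower) after upper-quartile rescaling and 32 after removal of the length trend. The main effect of the bacterium gave 2 after quantile normalization.

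Leaving out 1 mouse gave from 0 (without control mouse 1_1) to 616 (without 9_2) DEGs for *R. flavefaciens* against control, from 5 (without control mouse 2_1) to 154 (without 12_4) for both treatments against control, from 0 to 2 (without 9_3) for both against duloxetine, from 47 (without 11_3) to 577 (without 8_4) for both against *R. flavefaciens*, from 1 (without 5_4) to 135 (without 8_3) for the main effect of the bacterium and from 46 (without 3_1) to 260 (without 12_4) for that of duloxetine. The counts for duloxetine against control and for the interaction were 0 in each of the 24 fits.

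Calls of gene sets depended on the correlation between genes that the test assumes. Fry called 0 sets for duloxetine against control, 6 for *R. flavefaciens* against control, 2 for both against control and 0 for both against duloxetine, and camera with an estimated correlation called 0, 0, 0 and 0, with 2, 6, 1 and 1 at an unadjusted p-value under 0.05. After quantile normalization camera called 6 sets for both against duloxetine. Leaving out 1 mouse gave from 4 (without 6_2) to 9 (without 3_1) sets for duloxetine against control and from 6 (without 12_2) to 12 (without 12_4) for both against duloxetine.

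The direction of small medians changed with the scaling. For duloxetine against control, synaptic scaffolds had 0.0069 after upper-quartile rescaling, splicing factors 0.0075 after quantile normalization and 0.014 after upper-quartile rescaling, and ubiquitin genes 0.0016 and 0.010. After upper-quartile rescaling, adaptor complexes had 0.0022 and ubiquitin genes 0.0060 for both treatments against control. ATP synthase had 0.017 (quantile) and 0.0070 (upper quartile) for both against duloxetine. Splicing factors had -0.00056 for *R. flavefaciens* against control after removal of the length trend. *Gria2*, for both treatments against control, had 0.058 (quantile), 0.029 (upper quartile) and 0.024 (length trend). Across fits that each left out 1 mouse, it ranged from -0.035 (without 12_4) to 0.028 (without 12_2). In such fits scaffolds ranged from -0.024 to 0.00018 (without 6_3) and splicing factors from -0.011 to 0.0084 (without 1_1) for duloxetine against control, and ATP synthase from -0.034 to 0.0082 (without 11_4) and activity-regulated genes from -0.12 (without 12_4) to 0.061 for both against duloxetine.

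At an adjusted p-value under 0.1, 6 sets were enriched among DEGs for *R. flavefaciens* and 1 for both treatments against control, and by DESeq2 5 and 2. The 2 comparisons shared 14 DEGs at the looser threshold and 22 by DESeq2.

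In the network, with the power 12, Kendall's tau of the turquoise-like module with *R. flavefaciens* was -0.45 and did not pass after adjustment, and the blue-like module's tau with duloxetine was 0.020. It was 0.060 with log2 values. With clusters of at least 100 genes, membership and the correlation with the bacterium had an r of 0.579 in the turquoise-like and 0.424 in the blue-like module. With duloxetine 1 module passed with log2 values and 1 with the power 12, and with *R. flavefaciens* 1 passed with the power 12. With clusters of at least 100 genes, modules of 760, 497 and 124 genes passed with duloxetine.

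Of the other values, named genes stayed the same in 750 cases when 1 mouse was left out, and became stronger in 9 and weaker in 30. Under the other alternatives they stayed the same in 362 cases, and became stronger in 15 and weaker in 10. Sets and modules stayed the same in 1414 cases without 1 mouse, and became stronger in 22 and weaker in 38. Otherwise they stayed the same in 499 cases, and became stronger in 13 and weaker in 100.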

Differences from the paper's values

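According to the supplement, the paper's DEGs came from DESeq2, so limma's counts differ from the paper's in the test used. DESeq2 is the closer counterpart, although the samples in each of the paper's fits are not stated. For duloxetine against control the paper reports 1 DEG, *Adrb1*, and limma called 0 here. Of the alternatives set before the data were examined, DESeq2 gave 1, which was *Adrb1*, and the others gave 0. DESeq2 without a filter, chosen after seeing the values, also gave 1, and DESeq2 with only the groups compared, chosen after seeing the values, gave 28.

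For *R. flavefaciens* against control the paper reports 324 DEGs and limma called 4 here. Of the alternatives set before the data were examined, a random block for mice of 1 first label number gave 221, and leaving out mouse 8_3 or 9_1 gave 427 or 239. These 3 came closest to the paper's 324, and DESeq2 gave 488. The block had a consensus correlation of -0.045 between its mice, and each first number is found in 1 group only. A batch that follows the number cannot be told apart from treatment, so 221 is not evidence for the paper's count. DESeq2 without a filter, chosen after seeing the values, gave 486, and DESeq2 with only the groups compared, also chosen after seeing the values, gave 57.

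For both treatments against control the paper reports 185 DEGs and limma called 15 here. Of the alternatives set before the data were examined, limma on only the groups compared gave 196, DESeq2 gave 217 and leaving out mouse 12_4 gave 154. An adjusted p-value under 0.1 with limma, set beforehand for the enrichment and the overlap of DEGs, gave 126. These 4 came closest to the paper's 185. DESeq2 without a filter, chosen after seeing the values, gave 217, and DESeq2 with only the groups compared, also chosen after seeing the values, gave 709.

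For both treatments against duloxetine the paper reports 1 DEG, *Dpysl2*, and limma called 0 here. Of the alternatives set before the data were examined, DESeq2 gave 1, *Dpysl2*, as did leaving out mouse 5_3 or 7_2. Leaving out mouse 9_3 gave 2, with *Dpysl2* among them, and the rest did not call it. DESeq2 with only the groups compared and DESeq2 without a filter, both chosen after seeing the values, gave 1.

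The paper's blue module has 2904 genes and the blue-like module 1448. Of the alternatives set before the data were examined, clusters of at least 100 genes gave 1991, and log2 values (1005) and the power 12 (1069) did not come closer. The paper's tau of the turquoise module with duloxetine is about 0.012 in Fig. 5a, read by eye, and that of the turquoise-like module is -0.14. The latter has a jackknife standard error of 0.194 over 24 mice, which is larger than the gap, so a difference is not shown. None of the alternatives set before the data were examined closed the gap. They gave -0.13, -0.16 and -0.12.

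The paper relates a module of ubiquitination, among others, to duloxetine. Here ubiquitin genes were found most in the turquoise-like module, with 28 of 81 against 15.9 expected.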

Other observations

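The relations across mice, the exact tests after removal of the length trend, the differences left after slopes, the checks on inhibitory neurons, deep layers and library quality, the removal of mouse 9_3 and the splits for sets and for DESeq2 were chosen only after the results were seen.

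In *R. flavefaciens* treated mice the respiratory chain sets were higher and the neural sets lower than in controls. Part of this tracks a measure of the libraries. Each mouse has a slope of its log2 values on log2 transcript length over the genes, which was -0.027 ± 0.042 (SD, n = 6) in *R. flavefaciens* treated mice and 0.017 ± 0.0083 (SD, n = 6) in controls (exact permutation test, two-sided, p = 0.00649). The slope was lowest in mouse 9_3, at -0.101, and ranged from -0.045 to 0.0095 in the other *R. flavefaciens* treated mice. Within groups it correlated with the complex I and III score (Pearson's r = -0.932, permutation p = 1e-05, the smallest that the permutations can give; Spearman's rho = -0.882, permutation p = 1e-05; r = -0.855 without the 2 mice farthest from the others; adjusted p = 0.00018 over 18 relations) and with the glutamate receptor score (r = 0.901, permutation p = 0.00015; rho = 0.802, permutation p = 0.00026; r = 0.776 without the 2 farthest; adjusted p = 0.00135). The length trend gives 0.159 of the difference of 0.18 and leaves 0.018 (exact permutation test, p = 0.312). For the glutamate receptors it gives -0.12 of -0.15 and leaves -0.033 (exact permutation test, p = 0.0758). A difference in RNA or library quality, marked by the length trend, is therefore a candidate explanation for both patterns. It is not excluded by any table here.

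Gene length itself as the whole cause is argued against for the complex I and III set, and less firmly for the glutamate receptors. With a smooth length trend removed from each mouse, the complex I and III score still differed by 0.117 (exact permutation test, two-sided, p = 0.00649, adjusted p = 0.0696) and the glutamate receptor score by -0.0886 (exact permutation test, p = 0.00216, adjusted p = 0.0696; 6 mice against 6). Fry after the removal still called both sets, and cadherins and protocadherins, but not the voltage-gated channels (fry adjusted p = 0.202). The median log2 fold change of the glutamate receptors was then -0.034, smaller in size than before the removal. The score of cadherins and protocadherins differed by -0.081 (exact permutation test, p = 0.0303, adjusted p = 0.126). That of the voltage-gated channels differed by -0.10 (exact permutation test, p = 0.0238, adjusted p = 0.105). Among genes outside the sets, the median log2 fold change was 0.043 for 4625 genes with transcripts under 1 kilobase and -0.093 for 1192 genes of 4 kilobases or more.

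A larger share of inhibitory neurons also stays open. Their marker score was higher with *R. flavefaciens* by 0.18 (exact permutation test, two-sided, p = 0.00649, adjusted p = 0.0974 over 60 tests; higher in 6 of 6 mice), and the most abundant of its 8 genes had 3895 normalized counts. Within groups it correlated with the complex I and III score (r = 0.569, permutation p = 0.00332; rho = 0.591, permutation p = 0.00328; r = 0.490 without the 2 mice farthest from the others; adjusted p = 0.0149) and with the glutamate receptor score (r = -0.562, permutation p = 0.00445; rho = -0.644, permutation p = 0.00181; r = -0.464; adjusted p = 0.016). Its slope gives 0.098 of the difference in the complex I and III score and leaves 0.079 (exact permutation test, p = 0.139), and gives -0.074 of that in the glutamate receptors and leaves -0.076 (exact permutation test, p = 0.0584). A loss of both kinds of neurons alike is argued against, because markers of inhibitory neurons rose (0.18) while those of excitatory neurons fell by 0.094 (exact permutation test, p = 0.13). Scores that moved apart cannot decide whether neurons as a whole took a smaller share. Fewer excitatory neurons stay open for the glutamate receptors. Within groups the excitatory score correlated with the glutamate receptor score (r = 0.632, permutation p = 0.0155; rho = 0.654; adjusted p = 0.0464). Its slope gives -0.054 of the difference in that score. With the complex I and III score the correlation was weaker (r = -0.297, permutation p = 0.393).

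Several other explanations are argued against. A shift of the controls alone is for complexes I and III, whose score also differed by 0.141 from duloxetine treated mice (exact permutation test, two-sided, p = 0.0281, unadjusted). So did complex IV, mitochondrial ribosomal proteins and glutamate receptors (exact permutation test, p = 0.00216, 0.0216 and 0.0216). It stays open for ATP synthase, cytoplasmic ribosomal proteins, cadherins, voltage-gated channels and scaffolds (exact permutation test, p = 0.0606, 0.214, 0.119, 0.149 and 0.258). Striatum in the dissection gives -0.0098 and leaves 0.19 (exact permutation test, p = 0.00433), fewer deep-layer neurons give 0.033 and leave 0.14 (exact permutation test, p = 0.00649), and the larger share of the 10 most abundant genes shifts all other genes by -0.0074. Mice with the same first label number were not alike, with a consensus correlation of -0.045, but each first number is found in 1 group only, so a batch that follows it cannot be told apart from the treatment. Biology of the treatment stays open, and it was not tested apart from these.

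The marker scores of the other lists, between *R. flavefaciens* treated and control mice, were 0.11 for oligodendrocytes and white matter (exact permutation test, two-sided, p = 0.805), 0.091 for astrocytes (exact permutation test, p = 0.165), 0.24 for microglia (exact permutation test, p = 0.00433), 0.092 for endothelial cells and pericytes (exact permutation test, p = 0.188), 1.09 for choroid plexus, of which 4 of 8 genes are in the table (exact permutation test, p = 0.0649), and 0.71 for blood (exact permutation test, p = 0.00433). They were 0.23 for striatum (exact permutation test, p = 0.671), 0.0016 for upper layers (exact permutation test, p = 0.978), -0.30 for deep layers (exact permutation test, p = 0.0887) and 0.019 for male sex (exact permutation test, p = 0.931). Control mouse 2_1 had a male sex score of -0.52, which lowers the control mean, so this comparison says little about sex. Between mice given both treatments and *R. flavefaciens* treated mice the male sex score differed by 0.14, with 6 of 6 mice beyond every mouse of the other group (exact permutation test, p = 0.00216). The 1 gene listed for female sex is not in the table. None passed after adjustment over 60 tests, with a lowest adjusted p-value of 0.0866. Blood or microglial cells in the tissue stay possible for single genes. The most abundant blood gene had 313 normalized counts and the most abundant microglial gene 1414, against 3425 for *Cox8a*.

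Random splits of the mice show which counts stand apart from chance. For *R. flavefaciens* against control, 1 of 100 splits gave as many DEGs by limma, for both treatments against control 2 and for the main effect of the bacterium 1, each including the real split. By DESeq2 it was 1 of 50 for each of the first 2. For duloxetine against control, for both against duloxetine and for the interaction the count was 0, which every split reaches, and as many genes had an unadjusted p-value under 0.05 in 13, 19 and 22 of 100 splits. Camera, with sets adjusted over 15 tests, stood apart less. As many sets were called in 38 of 100 splits for *R. flavefaciens* against control, 18 for duloxetine against control, 1 for both against control, 10 for both against duloxetine, 48 for both against *R. flavefaciens*, 5 for the main effect of the bacterium and 79 for that of duloxetine. Fry called as many sets in 1 of 100 splits for *R. flavefaciens* against control, in 3 for both against control and in 1 for the main effect of the bacterium. The set differences reported beside fry and the exact tests rest on firmer ground than those of camera alone, as far as splits can tell. The sets came from the paper's findings in these same mice, which favored the real split, so none is independent evidence.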
